# Transcriptome analysis of leaf and root of rice seedling to acute dehydration

**DOI:** 10.1186/1939-8433-6-38

**Published:** 2013-12-16

**Authors:** Pham-Thi Minh-Thu, Duk-Ju Hwang, Jong-Seong Jeon, Baek Hie Nahm, Yeon-Ki Kim

**Keywords:** Rice, Microarray, Gene ontology, Acute dehydration, ABA, Osmoprotectant, Antioxidant, Photosynthesis

## Abstract

**Background:**

Water deficiency is one of the most serious worldwide problems for agriculture. Recently, it has become more serious and outspread, which urgently requires the production of drought-tolerant plants. Microarray experiments using mRNA from air-dried leaves and roots of rice were performed in an attempt to study genes involved in acute dehydration response.

**Results:**

Set of 10,537 rice genes was significantly up- or down-regulated in leaves or roots under the treatment. Gene Ontology analysis highlighted gene expression during acute dehydration response depending on organ types and the duration of stress. Rice responded by down-regulating many processes which are mainly involved in inhibiting growth and development. On the other hand, phytohormones (ABA, cytokinin, brassinosteroid) and protective molecules were induced to answer to multiple stresses. Leaves induced more genes than roots but those genes were scattered in various processes, most significantly were productions of osmoprotectants and precursors for important pathways in roots. Roots up-regulated fewer genes and focused on inducing antioxidants and enhancing photosynthesis. Myb, zf-C3HC4, and NAM were most strongly affected transcription factors with the dominance of leaf over root.

**Conclusions:**

Leaf and root tissues shared some common gene expression during stress, with the purpose of enhancing protective systems. However, these two tissues appeared to act differently in response to the different level of dehydration they experience. Besides, they can affect each other via the signaling and transportation system.

## Background

Water deficiency is one of the most common environment stresses that negatively influence plant survival, biomass production and crop yield. Most of the world’s agriculture is subject to drought, and the area of land suffering from a water deficiency is increasing. Thus, the need for drought tolerant plants is critical. However, very few crop varieties with improved stress tolerance have been generated by traditional breeding strategies (Agarwal et al. 2006). Recently, several different genetic engineering approaches appear to be more attractive and rapid, but relatively little progress has been made due to the limitation in understanding the drought response mechanism of plants.

Plants respond to abiotic stresses by exhibiting many physiological and developmental changes (Shinozaki and Yamaguchi–Shinozaki 2000, Yu et al. 2013). Some responses may occur very rapidly, within a few seconds, such as changes in the phosphorylation status of proteins. Others changes occur slowly, within minutes and hours, such as changes in gene expression (Bray 1997). For the induction of these stress-inducible genes, plants have at least two major pathways, an abscisic acid (ABA)-dependent and an ABA-independent pathway (Tian et al. 2005). The products of these genes can be classified into two groups: those that directly protect against environmental stresses, and those that regulate gene expression and signal transduction in the stress response. The first group includes proteins that likely function in stress tolerance, such as water channel proteins involved in altering cellular water potential and lipid desaturases for membrane modification. Also, the first group includes enzymes required for the biosynthesis of various osmoprotectants, such as sugars, proline, and betaine. Direct protective proteins such as late embryogenesis abundant (LEA) proteins, osmotin, antifreeze proteins, chaperones, and mRNA-binding proteins are also produced under stress condition. Moreover, thiol proteases, Clp protease, and ubiquitin, which are required for protein turnover, and detoxification proteins such as glutathione S-transferase, soluble epoxide hydrolase, catalase, and ascorbate peroxidase are functional proteins in the first group. The second group contains transcription factors, TFs, (bZIP, MYC, MYB, and DREB), protein kinases, and enzymes involved in phosphoinositide metabolism (Agarwal et al. 2006; Yu et al. 2013). Some stress-tolerant plant phenotypes have been produced by overexpressing stress-inducible genes in transgenic plants, indicating positive functions for those gene products in stress tolerance (Cushman and Bohnert 2000; Bhatnagar–Mathur et al. 2008; Hu et al. 2013; Liu et al. 2013; Yu et al. 2013). However, introducing stress-inducible genes does not always result in a stress tolerant plant because the induction may indicate a highly responsive drought tolerance mechanism or simply a particular sensibility to drought (Price et al. 2002).

Rice (*Oryza sativa*) is an important agronomic crop, also a model monocot plant. The recent completion of the whole genome sequence and the genetic tools available for rice, such as marker maps (Price et al. 2002; International Rice Genome Sequencing Project 2005; Salunkhe et al. 2011), proteomic analysis (Rabello et al. 2008; Choudhary et al. 2009; Degenkolbe et al. 2013), and microarrays (Rabbani et al. 2003; Rensink and Buell 2005; Degenkolbe et al. 2009, Degenkolbe et al. 2013), are advantages to researchers who are studying the drought tolerance of this plant. Microarray technology has been applied to profile gene expression in response to abiotic stresses, such as drought, high salinity, cold, or ABA treatments in several model plants including *Arabidopsis* and rice (Kreps et al. 2002; Seki et al. 2002; Rabbani et al. 2003; Lenka et al. 2011). When microarray technology was initially applied, individual gene expression related to abiotic stress was more or less of interest. Rabbani et al. (2003) analyzed stress-inducible genes in rice using a microarray containing approximately 1700 rice cDNAs. A total of 73 genes were reported as stress-inducible, including 58 novel unreported genes in rice. Among them, 36, 62, 57, and 43 genes were induced by cold, drought, high salinity, and ABA; respectively. The gene expression profile of drought-tolerant and drought-sensitive rice cultivars that were treated for 18 days of drought stress in climate chamber was also surveyed with the 20 K NSF oligonucleotide microarray (Degenkolbe et al. 2009). Localizing all expressed genes on the rice genome map, genes with significant genotype × environment (G × E) interaction co-localized with quantitative trait loci regions for drought tolerance. Microarray analysis was also utilized to profile genome expression changes in rice organs such as shoot, flag leaf, and panicle under drought or high-salinity conditions (Zhou et al. 2007). Patterns of gene expression in response to drought or high-salinity stress showed significant overlap within a particular organ type and unique patterns among different organs.

The application of whole-genome expression microarray usually produces large data sets, which are very difficult to analyze manually. The recent development of bioinformatics and computational biology provides the chance to exploit the database potential by organizing and displaying genes in the context of pre-existing biological knowledge. The Gene Ontology project has developed three structured controlled vocabularies (ontologies) that describe gene products in terms of their associated biological processes, cellular components and molecular functions in a species-independent manner (Ashburner et al. 2000). The project has given biologists excellent opportunities to address complicated gene expression in consistent descriptions of gene products in different databases. Developed on GO category, GoMiner (Ashburner et al. 2000; Zeeberg et al. 2003) is a tool for biological interpretation of ‘omic’ data – including data from gene expression microarrays. It facilitated the analysis of microarray by classifying the genes into biologically coherent categories and assessing these categories. Microarray data can also be accessed by a biochemical aspect: the gene can be classified into biochemical pathway(s) using the AraCyc database for *Arabidopsis* at aracyc_dump_20051021 (http://www.Arabidopsis.org/biocyc). A rice gene is considered to be involved in the pathway if an *Arabidopsis* homolog is part of the pathway.

In this research, an array of 27,448 rice genes was used to elucidate gene expression in air-dried rice seedlings at various periods of time treatment. The analyses show that rice responds to dehydration mainly by down-regulating many biological processes including gene expression and regulation, protein phosphorylation, cellular metabolism. Among strategies to actively adapt to water loss, most significance is inducing protective molecules, which may be differentially regulated based on plant organs.

## Results

### Responses of rice seedling to acute dehydration

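Leaves and roots of seedlings of the rice cultivar Nakdong were collected after 0, 0.5, 2, 6 and 12 h of drying in air. Each tissue and time had 2 biological replicates, each on its own single-colour (Cy3) array, 20 arrays in all. The array holds 27,615 features, of which 6 are controls and 27,609 stand for genes. Of these genes, 27,431 were measured by 10 probes each. The authors summarised the probes by RMA to one intensity per gene on a linear scale, from 10.4 to 65,131, and these values were taken to log2 with no further normalization. The median over arrays of the array medians was 2545. Across genes, which are not independent replicates, the replicates of a group correlated at r of 0.899 to 0.981. The control feature made of random sequences read 115 to 228 on 18 arrays. It read 362 on leaf 0.5 h replicate 1 and 340 on root 0.5 h replicate 2, where 21.1% and 20.0% of genes lay below it, against 1.04% to 12.5% elsewhere. Each time was compared with 0 h of the same tissue by limma in one fit of all 20 arrays. A gene counted as higher or lower when its adjusted p was under 0.05 and its log2 change above 1 or below −1 in that same comparison. Precision is limited by the number of arrays, 2 in each group.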

The experiment was designed to test genome-wide gene expressions in the leaves and roots of rice seedling through accumulate dehydration. Rice at 14-day-old stage is very fragile and sensitive to abiotic stresses and has been used in many studies (Ferdose et al. 2009; Hua et al. 2009; Gao et al. 2011; Zhou et al. 2011; Hue et al. 2013); hence this stage was selected for experimentation. To get the acute dehydration stress in a short time, we remove the plants from soil and air-dry them. A similar way to conduct the drought treatment was used in previous reports (Dubouzet et al. 2003; Oh et al. 2005; Zhou et al. 2007). Long term in-soil gradual drought treatment could be more natural but complicated by plant’s own development and/or daylight circadian rhythm. In the other hand, removing plants from soil from the beginning helped to collect roots easier.

To access the level of water loss during stress treatment, whole plant, shoot and root fresh weights (PFW, SFW and RFW) were measured and FW losses were calculated (Figure 1). After 30 min, about 23% of PFW was lost, the plant was still healthy as there was no symptom of leave rolling or drying with a light level of water loss (SFW loss was about 11%). However, RFW was reduced almost 44% indicating the faster drying out of root. After 2 h of air-dry, with 43% of FW was lost, the leaves were rolled but still maintained the healthy green color. The PFW loss reached 57% because of the strong FW loss of root (84%). After 6 h, leaves were tightly rolled and curled, 1 or 2 leaves still have the healthy color which eventually lost at 12 h. FW loss in root at 6 and 12 h were basically similar to that at 2 h. Based on the Standard Evaluation System for Rice in drought issued by IRRI (Additional file 1: Table S1), the leave appearance at time point 30 min, 2 h, 6 h, and 12 h (Additional file 1: Figure S1) can be classified into scale 0, 3, 7 and 9; respectively. Compare to root, leaf FW loss was slower (Figure 1); thus, water stress was likely to happen earlier in root and the stress signal would travel from root to leaf, as in natural drought condition (Schachtman and Goodger 2008).

**Figure 1:**
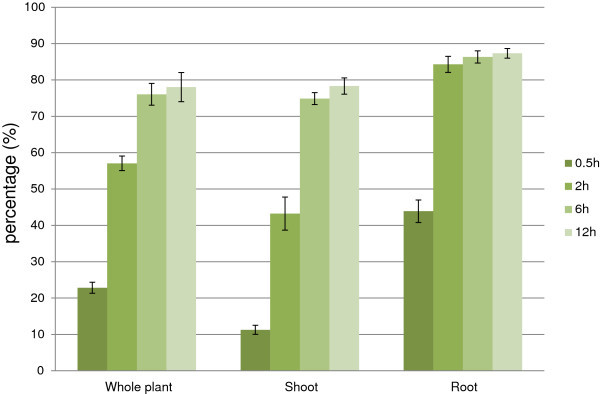
**Fresh weight loss of rice plant during dehydration.** The y axis value is in percentage. Value = mean ± SD (n = 3).

In the field, the response of plants to soil water deficits can be divided into three continuous stages (Drought Frontier Project 1999). In stage 1, when water is freely available from the soil, plants are under normal development. Stage 2 starts when water uptake from soil is less than potential transpiration rate of plant; plants maintain the water balance by reducing stomatal conductance to a rate similar to that of uptake from soil. Stage 3 begins when there is no more FTSW, Fraction of Transpirable Soil Water, the stomatal conductance is at minimum level but still excesses the water uptake from soil. When plants are removed from soil and air-dried as in this research, they are likely to enter stage 3 immediately. Because there is no more water uptake through root, fast rate of fresh weight loss is expected. It is a truth that any comparisons between acute dehydration and drought in the field would be relative. However, to examine transcriptome of roots, they must be out of the soil. Some research used the hydroponics system which avoids any possible injury when taking out plants from soil (Kilian et al. 2007; Rabello et al. 2008; Zhou et al. 2011). However, it has its own disadvantage that the nature of plant in hydroponics culture is supposed to be different from that in soil.

To test how the treatment affects gene expression, markers known to be induced, rab21 and dip1, or repressed, rbcS, by water deficit were examined (Mundy and Chua 1988; Reddy et al. 2002; Oh et al. 2005; Ali and Komatsu 2006). As measured by our microarray experiment, rbcS is highly active in leaf and its expression decreased by the duration of dehydration which reached 70% in 12 h of treatment. In contrast, rab21 and dip1 are induced in 2 h and 30 min, respectively and maintained their expression up to 12 h, while ubi is known to be constitutively expressed kept unchanged during the experiment (Additional file 1: Figure S2a). 

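The gene rbcS (AK121444) encodes the small subunit of Rubisco, the enzyme that fixes carbon dioxide. In leaf its intensity was 48,487 ± 4951 at 0 h and 58,851 ± 1723 at 0.5 h (SD, n = 2). It was 38,158 ± 6853 at 2 h, 28,426 ± 3725 at 6 h and 23,748 ± 5006 at 12 h. The 12 h mean was 51.0% below the mean at 0 h. From 2 h on, both replicates lay below both replicates of 0 h. The log2 change at 12 h was −1.04 (SE 0.81, adjusted p = 0.462 from limma), and at 6 h it was −0.77 (adjusted p = 0.555), so neither passed the test over all genes. The spread behind this SE was estimated over both tissues. Replicates of rbcS lay further apart in root, at 3249 and 12,891 at 12 h, than in leaf, at 20,208 and 27,288. Root values thus weigh on this leaf test, and its outcome is weak evidence against a fall in leaf.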

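The dehydration marker rab21 (AK121952) rose in leaf from 9737 ± 1841 at 0 h to 22,796 ± 1495 at 2 h, 45,264 ± 1078 at 6 h and 54,125 ± 4463 at 12 h (intensity, SD, n = 2). Its log2 changes were 1.24 (adjusted p = 0.0172 from limma), 2.23 (adjusted p = 0.000497) and 2.49 (adjusted p = 0.000159). At 0.5 h it was 11,877 ± 3698, a log2 change of 0.26 (adjusted p = 0.574). In root rab21 rose from 8364 ± 1298 at 0 h to 40,185 ± 11,314 at 2 h, 50,830 ± 2346 at 6 h and 52,817 ± 5159 at 12 h. No difference between the changes of rab21 in root and leaf was called at any time by limma's interaction test (lowest adjusted p = 0.203). At 2 h, where that p was reached, the difference was 1.01 (SE 0.40), so equal changes are not shown.
The marker dip1 (AK070197) was 20,903 ± 5059 in leaf at 0 h and 26,330 ± 8625 at 0.5 h, a log2 change of 0.31 (adjusted p = 0.5). At 2 h it was 40,292 ± 243, a log2 change of 0.97 (adjusted p = 0.0394), just under the threshold of 1. It was called higher at 6 h, at 46,749 ± 2469 (1.18, adjusted p = 0.014), and at 12 h, at 46,209 ± 1339 (1.17, adjusted p = 0.012). In root dip1 was already 33,399 ± 2826 at 0 h and passed at no time (lowest adjusted p = 0.567).
The call of rab21 in leaf at 2 h was lost with only the 10 leaf arrays (adjusted p = 0.085) and without leaf 0 h replicate 2 or leaf 2 h replicate 2 (0.134 each). The calls of dip1 at 6 and 12 h were lost with only the 10 leaf arrays (0.0657 and 0.0573), without leaf 0 h replicate 1 (0.0978 and 0.111), without leaf 6 h replicate 1 or 2 (0.0584 and 0.102) and without leaf 12 h replicate 1 or 2 (0.0692 and 0.0632). With limma's treat test the leaf call of rab21 at 2 h and both calls of dip1 were lost (adjusted p = 1 each), as was the root call of rab21 at 2 h (0.0653). Both calls of dip1 were also lost with an F-test over 8 comparisons, a setting chosen after seeing the data (0.052).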

Among the most highly induced genes, there were a putative actin depolymerization factor, ADF, Os03g0820500 and an AWPM-19-like protein, AK102039 (Additional file 1: Figure S2a). 

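The gene of an actin depolymerizing factor, ADF (Os03g0820500), rose in both tissues. In leaf its intensity was 8525 ± 417 at 0 h, 41,886 ± 3186 at 2 h, 42,710 ± 2273 at 6 h and 45,980 ± 2725 at 12 h (SD, n = 2). The log2 changes were 2.30 (adjusted p = 0.000407 from limma), 2.32 (0.00028) and 2.43 (0.000126). In root ADF rose from 4117 ± 839 to 12,762 ± 2139 at 0.5 h (1.64, adjusted p = 0.0143) and 45,193 ± 8236 at 2 h (3.46, adjusted p = 1.63e-05), and was 34,936 ± 7417 at 12 h. The AWPM-19-like gene (AK102039) rose in root from 2453 ± 222 to 11,913 ± 3007 at 0.5 h (2.26, adjusted p = 0.0349) and 41,499 ± 6079 at 2 h (4.08, adjusted p = 0.000311), and was 37,875 ± 6608 at 12 h. In leaf AWPM was 4596 ± 2744 at 0 h, 11,419 ± 3814 at 2 h (1.41, adjusted p = 0.0631, not called), 11,724 ± 3324 at 6 h (1.46, adjusted p = 0.0498) and 19,626 ± 1329 at 12 h (2.23, adjusted p = 0.00578). Its change was greater in root than in leaf at 6 h by 2.65 on the log2 scale (limma's interaction test, adjusted p = 0.0484). The difference was as large at 2 h (2.66, adjusted p = 0.054), where it did not pass. Nor did it pass at 0.5 h (1.57, adjusted p = 0.848) or 12 h (1.71, adjusted p = 0.169).
The root calls at 0.5 h were lost with limma's treat test (adjusted p = 1 for ADF and AWPM), with 2 settings chosen after seeing the data, array weights (0.0969 and 0.135) and leaf 0.5 h replicate 1 and root 0.5 h replicate 2 left out (0.071 and 0.139), and without root 0 h replicate 1 (0.0632 and 0.214) or 2 (0.078 and 0.131) and without root 0.5 h replicate 2 (0.134 and 0.312). The leaf call of AWPM at 6 h was lost with quantile normalization of all arrays (0.0518) or within each tissue (0.0511), with only the 10 leaf arrays (0.153), without leaf 0 h replicate 2 (0.392) and without leaf 6 h replicate 1 (0.237) or 2 (0.113), and that at 12 h without leaf 0 h replicate 2 (0.0718). With treat both leaf calls of AWPM were lost (1 and 0.214). At 2 h AWPM was called in leaf with eBayes with trend and robust prior (0.0366), the F-test over the 4 times of a tissue (0.0305), the F-test over all 9 comparisons (7.97e-05) and no test, without leaf 0 h replicate 1 (0.0433), and, chosen after seeing the data, with the 2 arrays of 0.5 h left out (0.0248) and an F-test over 8 comparisons (0.000507).

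**Figure D1:**
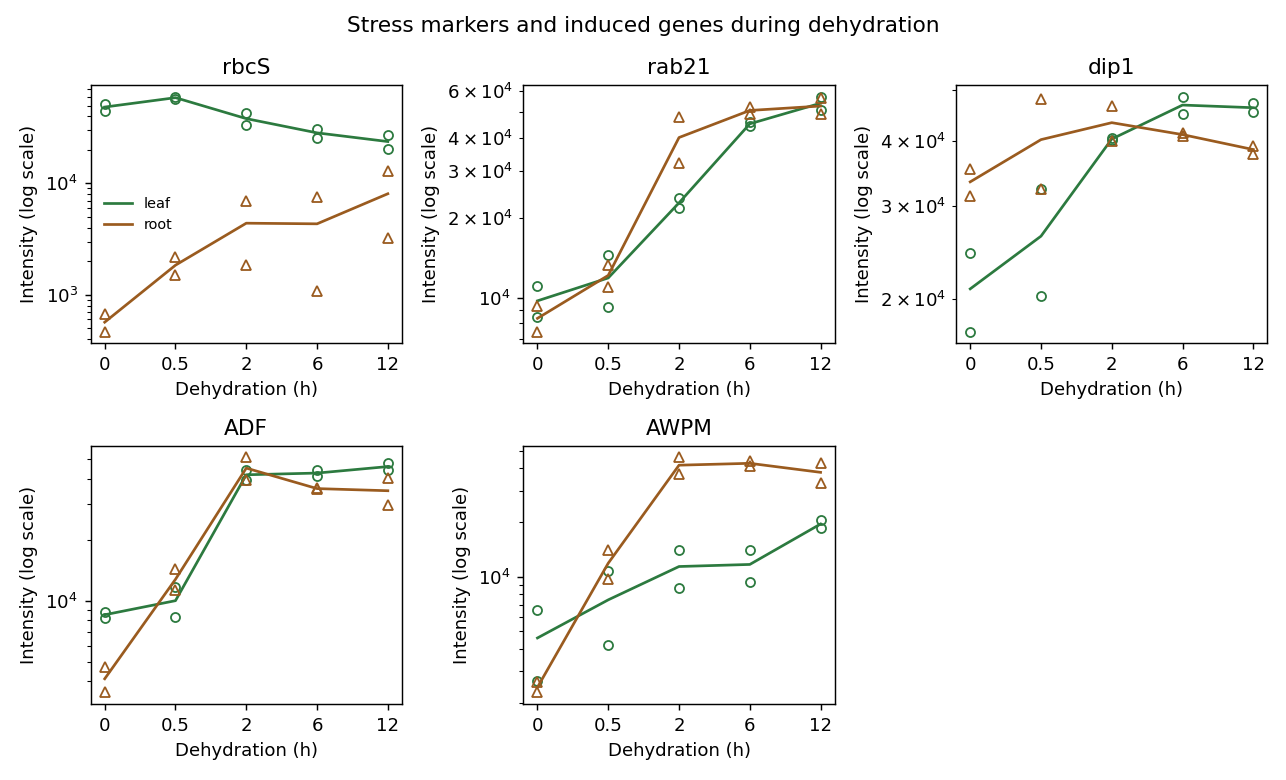
Intensity (log axis) of rbcS, rab21, dip1, ADF and AWPM in leaf and root against hours of dehydration, with points for replicates and lines for their means. In root, ADF and AWPM climb from 4117 and 2453 at 0 h to 45,193 and 41,499 at 2 h.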

The expression level of these 2 genes and 3 markers above was examined by sqRT-PCR to validate the microarray data accuracy (Additional file 1: Figure S2b). ADF, rab21, dip1 were strongly induced in both tissues by dehydration. AWPM was up-regulated in root while rbcS is reduced during treated time in a leaf-specific manner. Thus, basically, our microarray data can represent the expression level of genes.

### Dominance of repression in changes of biological processes and relatively active response of roots compared to leaves during dehydration

The first step to analyze the change of gene expression in response to acute dehydration is to summarize the numbers of 2-fold up/down-regulated genes during the treatment. Among rice genes, 7,308 (26.6%) and 7,104 (25.9%) from leaves and roots; respectively, were 2-fold up- or down-regulated with adjusted p-values less than 0.05. Together, 10,537 genes were either significantly up- or down-regulated during 30 minutes to 12 hours of drought treatment (Additional file 2: Table S2). 

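In leaf, 6459 of the 27,609 genes tested were called at one or more times (23.4%), and in root 4374 were (15.8%). Of these, 4573 were called in leaf alone, 2488 in root alone and 1886 in both tissues. The dehydration marker rab21, the actin depolymerizing factor gene ADF and the AWPM-19-like gene were among those called in both, each of them higher. The marker dip1 was called in leaf, and rbcS and the chlorophyll a/b binding protein genes CB2, CB5 and CB6 were called in root. Calls in one tissue alone do not show a difference between tissues.
The leaf count was 3318 without leaf 0 h replicate 1, 2596 without leaf 0 h replicate 2 and 10,236 without leaf 0.5 h replicate 2. The root count was 1724 without root 0 h replicate 1, 2874 without root 0 h replicate 2, 9276 without root 0.5 h replicate 1 and 2562 without root 12 h replicate 2.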

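Over both tissues 8947 genes were called (32.4% of those tested), 3603 of them higher and 5635 lower at one or more times. In leaf at 12 h AK107037 rose from 24 and 40 at 0 h to 8885 and 5504 (adjusted p = 0.000118 from limma), and AK119780 from 47 and 133 to 12,648 and 16,812 (adjusted p = 6.48e-05). Their 0 h values lay below the feature of random sequences on the same arrays (188.4 and 175.2), so only bounds are given, at least 5.27 and at least 6.33 on the log2 scale. AK066029 fell in leaf from 5776 and 5981 to 71 and 112, by at least 4.855, and AK060239 fell by at least 3.92, as both lay below that feature at 12 h. In root at 12 h AK107980 rose by at least 6.19, and AK062588 rose by 6.98, though 1 of its 2 arrays at 0 h lay below the feature. AK063672 fell in root by at least 5.61, and AK062381 from 36,037 and 27,053 to 212 and 360 (−6.82), with 1 of the 2 arrays at 12 h below the feature. The files do not pair these identifiers with gene names. Without leaf 0 h replicate 2 the count over both tissues was 5659.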

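Genes called higher in both leaf and root at one or more times numbered 561, or 2.03% of the genes tested. They made up 51.6% of the root list and 18.2% of the leaf list. The stress marker rab21, the actin depolymerizing factor gene ADF and the AWPM-19-like gene were among them. Independent lists of the same sizes would share 121 genes, so the observed number was 4.63 times as large. The lists come from different arrays, but the variance of each gene was estimated over both tissues. With only the 10 arrays of each tissue fitted, 414 genes were shared, against 44.6 for independent lists. The count was 366 without leaf 0 h replicate 1, 271 without root 0 h replicate 1 and 365 without root 12 h replicate 2.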

1,348 genes (4.9%) were up-regulated in both leaf (3,922) and root (2,147). Similarly, indices of down-regulated genes were 3,336 (12.1%) in both leaf (4,938) and root (5,895). 

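Genes called lower in both tissues numbered 1041 (3.77% of the genes tested), where independent lists would share 403. With only the 10 arrays of each tissue fitted they were 631, against 279. Opposite calls were fewer than such lists would share. They were 240 genes higher in leaf and lower in root, against 367, and 46 genes lower in leaf and higher in root, against 133. The chlorophyll a/b binding protein genes CB1, CB3 and CB4 were among these 46.
The count of genes lower in both was 557 and 528 without leaf 0 h replicate 1 and 2, 1636 without leaf 0.5 h replicate 2, 433 and 613 without root 0 h replicate 1 and 2, 2697 without root 0.5 h replicate 1 and 560 without root 12 h replicate 2.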

Generally, the number of up-regulated genes was less than that of down-regulated genes in both leaves and roots, indicating the strong negative effect of stress on plant normal growth and this was expected because such a fast water loss as in this research would result in dominance of injury over acclimation (Bray 1997). However, various tissues behaved differently during the stress response. 

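Counted over all times, 3077 genes were called higher and 3385 lower in leaf, a ratio of lower to higher of 1.10. In root 1087 were higher and 3291 lower, a ratio of 3.03. The rises included rab21 and ADF in both tissues, and the falls included CB1, CB3 and CB4 in leaf. The leaf balance turned to 3996 higher and 3117 lower with each array centred on its median, and to 281 higher and 239 lower with limma's treat test. It also turned without leaf 0.5 h replicate 1 (4004 higher and 3809 lower) and without leaf 2 h replicate 1 (4063 and 3583). With only the 10 leaf arrays it moved the other way, to 1045 higher and 2174 lower.
Other leaf counts, higher and lower, were 1403 and 1915 without leaf 0 h replicate 1 and 1135 and 1461 without leaf 0 h replicate 2, and 6035 were lower without leaf 0.5 h replicate 2. The root counts were 414 and 1310 without root 0 h replicate 1, 2322 and 7088 without root 0.5 h replicate 1, and 664 and 1899 without root 12 h replicate 2, and 2085 were lower without root 0 h replicate 2.
From the smaller number of up-regulated genes the paper concludes that the stress had a strong negative effect on growth. It reasons that water loss this fast would make injury outweigh acclimation.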

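Over all times, the genes called higher made up 47.6% of the sum of those called higher and those called lower in leaf, and 24.8% in root, where 3 genes in leaf and 4 in root counted on both sides. After quantile normalization of all arrays the root share was 36.7% (1649 higher and 2843 lower), and after quantile normalization within each tissue 36.4% (1728 and 3017). With arrays centred on their medians the leaf share was 56.2%. With only the 10 arrays of each tissue it was 32.46% (1045 higher and 2174 lower) in leaf, beside 24.99% in root, and with dim genes left out 40.05%, beside 32.21%. In root the falls included AK062381 and AK063672, and in leaf AK066029 and AK060239, for which the files give no names. The root rises included rbcS and all of CB1 to CB6. Beside them, 63 other leaf genes had a median change of 0.97 in root at 12 h. These 63 were picked on the 0 h arrays, at least 4 log2 units above root in leaf and at a leaf log2 level of at least 14.22.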

In term of the number of genes, there appeared to be a balance between induction and repression in the leaf, while repression was primarily observed in the root (Additional file 1: Figure S3).

To have a general view of the whole picture, we grouped and classified them into Gene Ontology terms using GoMiner (Ashburner et al. 2000; Zeeberg et al. 2003) then biological processes were further examined. From now on, mentioning a GO term means genes belonging to that GO. 10,537 rice genes in this study enriched into 284, 132 and 97 significantly changed biological processes, molecular functions and cellular components; respectively (Additional file 3: Table S3a, b, c; respectively). For the 284 biological process terms, hierarchical clustering (Figure 2) was performed with Acuity 3.1 from the converted value of GO terms (Additional file 3: Table S3d) and TreeMap view between them (Figure 3) was visualized with REVIGO (Supek et al. 2011).

**Figure 2:**
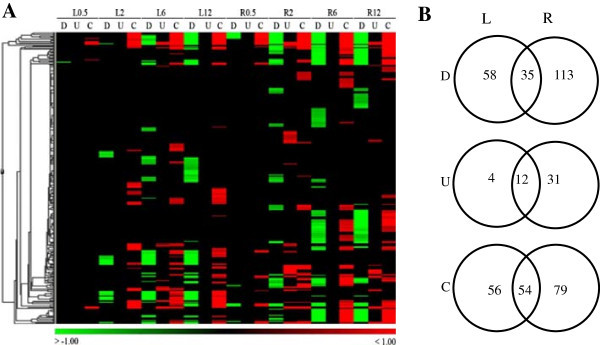
**Enriched biological process in leaves and roots of rice during acute dehydration. (A)** Gene Ontology terms are represented by color lines in Hierachical clustering. Terms that are up-regulated or changed are red, down-regulated are green. **(B)** Total number and overlap GOs between leaves and roots are shown in the Venn diagram. D, U, and C: down, up and change. L/R0.5, 2, 6, 12: leaf/root at 0.5, 2, 6 and 12 h of stress treatment.

**Figure 3:**
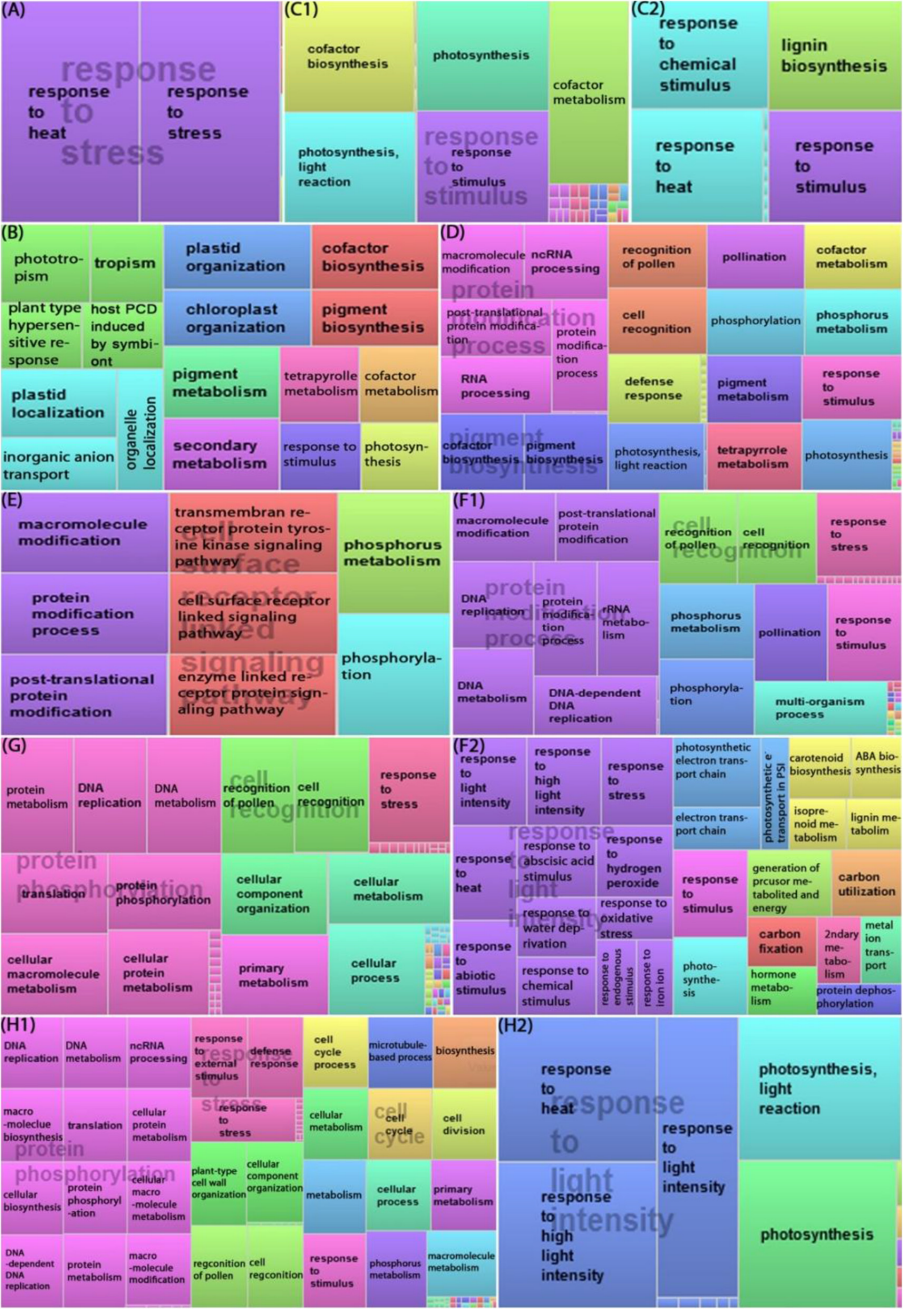
**TreeMap view of GO terms in rice leaf and root.** Each rectangle is a single cluster representative, equal to a GO term. The representatives are joined into “superclusters” of loosely related term, visualized with different color. Size of the rectangles are adjusted by –log10 (p-value). Color and size are not related by time point and mode (i.e. color and size in **A** are different of those in **B**, those in **B** are different in **C1**, ect). **A.** L0.5_C, **B**. L2_D, **C1**. L6_D, **C2**. L6_U, **D**. L12_D. **E**. R0.5_D, **F1**. R2_D, **F2**. L2_U, **G**. R6_D, **H1**. R12_D, **H2**. R12_U. L/R0.5, 2, 6, 12: leaf/root at 0.5, 2, 6, 12 h after the onset of treatment; respectively. U, D, C: up, down, change GO terms; respectively.

Figure 2 summarizes gene expression of leaf and root in GO terms. 

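After 0.5 h, 40 genes were called higher and 72 lower in leaf, and 80 higher and 386 lower in root. AK100844 rose in both tissues, in leaf from 134 and 170 to 13,021 and 20,806 (adjusted p = 0.00301 from limma) and in root by 4.65 on the log2 scale (adjusted p = 0.019). The leaf rise is given as at least 6.50, as both 0 h values lay below the feature of random sequences. AK069579 also rose in both, by 6.17 in leaf and 5.39 in root. A change that differed between root and leaf was called for 1 gene, AK119713, named here after its values were seen. It rose by 3.79 in root (adjusted p = 7e-04), had a change of −0.75 in leaf (adjusted p = 0.251), and the difference was 4.54 (adjusted p = 0.0149). From 2 h on AK119713 was called higher in both tissues. The median change of all genes at 0.5 h was −0.17 in leaf and −0.30 in root.
The counts differ with scaling. With arrays centred on their medians they were 62 higher and 53 lower in leaf and 135 and 313 in root, and in root 142 and 177 after quantile normalization of all arrays and 169 and 274 within each tissue. More genes were higher than lower in leaf also with eBayes with trend and robust prior (54 and 52) and with only the 10 leaf arrays (6 and 3), and in both tissues with treat (5 and 0 in leaf, 4 and 0 in root). Leaf 0.5 h replicate 1 and root 0.5 h replicate 2 had raised control features, and without both, a choice made after seeing the data, 32 genes were higher and 45 lower in leaf, and 42 and 17 in root. The adjusted p of the difference of AK119713 was then 0.23, and it was 0.149 without root 0 h replicate 1, 0.0848 without root 0.5 h replicate 2 and 0.935 with array weights, another setting chosen after seeing the data, which called 0 genes higher or lower in leaf (2587 at an unadjusted p under 0.05). Leaving out single arrays gave, higher and lower, 12 and 6 or 22 and 8 in leaf without leaf 0 h replicate 1 or 2, 21 and 3 or 598 and 3468 without leaf 0.5 h replicate 1 or 2, 20 and 7 or 40 and 95 in root without root 0 h replicate 1 or 2, and 1247 and 4901 or 23 and 3 without root 0.5 h replicate 1 or 2.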

At the earliest time point, there was only 1 significantly repressed GO in leaves while roots showed 12 indicating the earlier response of roots. It is likely because of the faster dehydration on root represented by higher fresh weight loss (Figure 1); in other words, roots are more water stressed than leaves. In the field, root also is the earlier organ under drought because plants uptake water through their roots. When soils become dry, roots sense this water deficit and produce chemical signals to transport to leaves via the xylems resulting in physiological changes in leaves (Malladi and Burns 2007; Schachtman and Goodger 2008). In this experiment, L2 started to show the rolling symptom (Additional file 1: Figure S1) indicating the decrease of cell turgor due to water loss. However, leaf tissue only gave the positive regulation at 6 h while induction was found at 2 and 12 h in root. On the other hand, repression could be found at any time point in both tissues. 

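Both tissues held genes that rose and genes that fell from 2 h to 12 h. In leaf 1000 genes were called lower at 2 h, 2408 at 6 h and 2813 at 12 h, beside 2296, 1580 and 1528 called higher. In root 494 were lower at 2 h, 1689 at 6 h and 2998 at 12 h, beside 460, 606 and 913 higher. AK060239 fell in leaf at all 3 times, by at least 4.51 on the log2 scale at 2 h (adjusted p = 0.000359 from limma). AK110467 fell in root by at least 2.90 at 2 h (adjusted p = 0.00212) and at least 2.80 at 6 h (adjusted p = 0.00106). Bounds are given because both genes fell below the feature of random sequences on both arrays. Of the 2296 genes higher in leaf at 2 h, 1198 were among the 5522 dimmest genes on the array, whose median log2 change was 0.89, or 0.39 with values below the feature of random sequences raised to it. Of the 2296, 908 lay below that feature on both 0 h arrays. The 100 genes with the largest excess in root at 0 h had a median leaf intensity of 88.9 and 75.4 in the replicates at 0 h, 209 and 558 at 2 h, 260 and 228 at 6 h and 130 and 92.9 at 12 h.
Shares of higher calls moved with scaling. After quantile normalization of all arrays 2001 genes were higher and 1962 lower in leaf at 2 h, and 1414 and 2612 in root at 12 h, and within each tissue 1866 and 1864, and 1478 and 2712. With arrays centred on their medians 2528 were higher and 2168 lower in leaf at 6 h, 2039 and 2453 at 12 h, and 588 and 564 in root at 2 h. More genes were higher than lower in leaf at 6 h also with the F-test over the 4 times of a tissue (1949 and 1887), with no test (4149 and 4123) and with treat (157 and 103), and at 12 h with treat (271 and 223). The same held in root at 2 h with dim genes left out (474 and 346), treat (102 and 25) and eBayes with trend and robust prior (568 and 531), and without root 0 h replicate 1 or 2 (181 and 81, 347 and 311) or root 2 h replicate 1 or 2 (211 and 124, 138 and 63).
With each of the 4 arrays of a comparison left out in turn, the genes lower numbered 158 to 1004 in leaf at 2 h (1004 without leaf 2 h replicate 1), 629 to 1388 at 6 h and 1334 to 1657 at 12 h. In root they numbered 63 to 311 at 2 h, 272 to 968 at 6 h and 1301 to 2031 at 12 h (2031 without root 0 h replicate 2). The genes higher in leaf at 2 h numbered 876 and 395 without leaf 0 h replicate 1 and 2, 280 without leaf 2 h replicate 2 and 3196 without leaf 2 h replicate 1, and those at 6 and 12 h ranged from 485 to 819 and from 739 to 1090. The genes higher in root ranged from 138 to 347, 187 to 462 and 304 to 698.

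**Figure D2:**
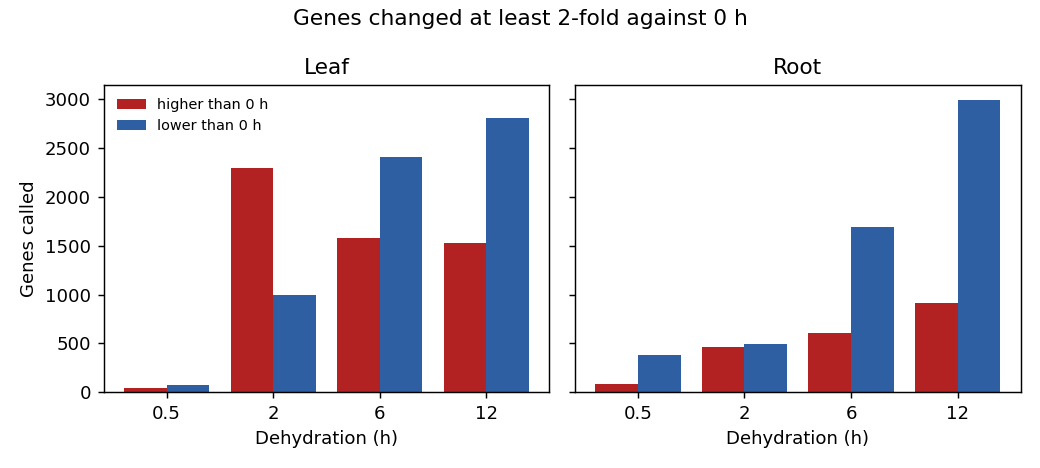
Number of genes called higher or lower than at 0 h (bars) in leaf and root against hours of dehydration. The bars show more lower than higher calls except in leaf at 2 h, with 2296 higher and 1000 lower, but the order turned with arrays centred on their medians in leaf at 0.5 h (62 and 53) and 6 h (2528 and 2168) and in root at 2 h (588 and 564).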

The Venn diagram shows that numbers of up/down regulated and changed (U/D and C) GO terms in leaf were over-represented by those in root in all three categories (Figure 2B). Thus, even though having advantages in the number of up-regulated genes (3,922 over 2,147) which were collected through the whole time range (Additional file 1: Figure S2a), in term of statistically affected GOs, leaves were out-numbered by roots. This finding suggested leaves up regulated genes in a random/scattered manner that lead to less statically significant results. Compared to that, roots seemed to behave in a more focused response. Anyway, as early as 30 min, the transcriptome of both tissues were collectively moving toward the ‘responses’ terms by changes of both up- and down-regulation. This may indicate the effort of plants to reprogram and prepare against harsh conditions as soon as 30 min (or less).

The detail definition of significant change is presented in Figure 3. At 30 minutes, no term was significantly up-regulated, only “DNA metabolic processes” was down-regulated in the leaf. However, GO terms of changes, which were calculated considering both up- and down-regulated genes were already responding toward stresses. Most significance was responses to stress and heat (Figure 3A). Unlike the responses of the leaf, root tissue showed notable down-regulations, most related to protein phosphorylation and enzyme link receptor protein signaling pathway (Figure 3E). The 27 terms of ‘Change’ in root related to recognition of stress (radiation, light, abiotic), signal transduction, and other responses. Even though no separate activation was enriched enough, general change in this time point still give off the importance of stress perceptive and signal transduction as a preparation step. After that, the changes are supposed to clearly separate between up- and down- regulation in order to have effective adaptation to stress.

Leaves at 2 h mainly repressed the expression of genes involved in photosynthetic function (photosynthesis, pigment biosynthesis, chloroplast organization) and secondary metabolism, whose products are important for plant growth and development (Figure 3B). Besides that, plant type hypersensitive response was also strongly inhibited. The data suggest that the leaves were trying to reduce processes functioning in normal condition and re-direct the whole system on responding to stress. In contrast, root tissues became more active with 41 U over 58 C and 68 D terms. The response to stress was detailed, with many up-regulated terms (Figure 3F2), suggests the dynamic response of rice root at this time point. Surprisingly, while being repressed in leaf, photosynthesis and related processes were among enhanced processes in root. In term of individual genes, some identical genes showed the opposite expression pattern in leaf and root indicating the tissue-specific regulation of these photosynthetic genes during dehydration stress. 

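Opposite changes were called for some genes, photosynthesis genes among them. At 12 h, 21 genes were called higher in root and lower in leaf, with a change that differed between the tissues by limma's interaction test. CB1, CB3 and CB4, which encode chlorophyll a/b binding proteins of the light-harvesting antenna, were 3 of these 21. In root rbcS, 566 ± 143 at 0 h, was 8070 ± 6817 at 12 h (SD, n = 2), a log2 change of 3.54 (adjusted p = 0.00953). Its change was greater in root than in leaf by 4.58 (adjusted p = 0.0379), though its leaf change by itself did not pass. Beside rbcS and CB1 to CB6, 63 other leaf genes had a median change of 0.97 in root at 12 h. These 63 were picked on the 0 h arrays, at least 4 log2 units above root in leaf and at a leaf log2 level of at least 14.22. At 2 and 6 h, 10 and 15 genes were higher in root and lower in leaf. The reverse, lower in root and higher in leaf, was called for 38 genes at 2 h, 35 at 6 h and 57 at 12 h. In all, 629 genes had a change that differed between tissues at 2 h, 813 at 6 h and 1247 at 12 h.
The root call of rbcS at 12 h was lost with the F-test over the 4 times of a tissue (adjusted p = 0.0549), with treat (0.0996), with an F-test over 8 comparisons, chosen after seeing the data (0.0907), and without root 0 h replicate 2 (0.063) or root 12 h replicate 2 (0.131). At 2 and 6 h its root changes were 2.68 and 2.36 (adjusted p = 0.0915 and 0.0933), called with quantile normalization within each tissue (0.0476 and 0.0479), eBayes with trend and robust prior (0.0455 and 0.0497) and no test, and at 6 h without root 6 h replicate 1 (0.016). With each of the 8 arrays involved left out in turn, the genes that differed ranged from 22 to 2221 at 2 h, 126 to 535 at 6 h and 370 to 813 at 12 h. The genes higher in root and lower in leaf ranged from 0 to 9, 2 to 15 and 3 to 20 at 2, 6 and 12 h, and the reverse from 4 to 123, 9 to 27 and 25 to 46.
Other settings also moved these counts by over 1.5 times. Quantile normalization of all arrays gave 1347 and 1881 genes that differed at 6 and 12 h, with 26 and 50 higher in root and lower in leaf and, at 6 h, 60 of the reverse. Within each tissue it gave 1428 and 1949, with 29 and 52, and 55. Arrays centred on their medians gave 1267 that differed at 6 h, 33 higher in root and lower in leaf at 12 h, and 60 and 80 of the reverse at 2 and 6 h. With dim genes left out 250 differed at 2 h, with 10 and 20 of the reverse at 2 and 6 h. With treat 8, 36 and 112 differed at 2, 6 and 12 h, none of them higher in root and lower in leaf, and 0, 1 and 3 the reverse, and with no test 7999, 8495 and 7798 differed, with 45, 82 and 100, and 638, 519 and 253. Chosen after seeing the data, the 2 arrays of 0.5 h left out gave 2038, 2752 and 3036 and array weights 1838, 4212 and 3002.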

Others were biosynthesis of abscisic acid and carotenoid, metabolism of isopropenoid and lignin. The repression in root at 2 h (Figure 3F1) also gave more information than at 30 min. Not only protein modification, DNA replication and DNA/rRNA metabolism were strongly inhibited.

Leaf at 6 h and 12 h after the onset of stress treatment continued repressing similar process as 2 h (Figure 3C1, D). Among time range examined, only leaf_6 h showed the up regulation which were response to (heat, chemical) stimulus and lignin biosynthesis. Besides, aromatic compounds, farnesyl diphosphate, and isoprenoid biosynthesis were also active (Additional file 3: Table S3b). In the other part of the plant, down-regulation was major response in the root at 6 h with the continuation of processes from 2 h (Figure 3G). And those processes which are related to growth and development were still negatively regulated at 12 h (Figure 3H1). Induced GO terms are also similar to those at 2 h (Figure 3H2, Additional file 3: Table S3b).

Among the GO terms commonly induced in both leaves and roots (Table 1), except lignin and isoprenoid metabolic processes, others are directly related to the term of “response to stress”. Biosynthetic processes of an aromatic compound and farnesyl diphosphate were specific to leaves, while roots showed their own specific terms, which were related to more detailed stresses and the biosyntheses of thiamin, ABA, and carotenoids (Additional file 1: Table S4). In particular, the simultaneous reduction in leaf and induction in root of photosynthesis as well as secondary metabolism suggests the possibility of biological processes functioning in an opposite and tissue-specific manner. In agreement with the dominance of number of repressed over activated genes, the common repressed GO terms between leaves and roots are more abundant compared to induced ones. They are mainly involved in gene expression and negative regulation as well as some signaling pathways (Table 1).

**Table 1:** Commonly regulated GO terms in leaf and root of rice

**Up In L and R**	**Leaf**	**Root**
GO:0006950_response to stress	0.0054	0.0006
GO:0050896_response to stimulus	0	0.0006
GO:0042221_response to chemical stimulus	0	0.0049
GO:0009628_response to abiotic stimulus	0.0047	0.0009
GO:0009408_response to heat	0	0
GO:0009266_response to temperature stimulus	0	0
GO:0009808_lignin metabolic process	0.0017	0.0351
GO:0009644_response to high light intensity	0.029	0
GO:0006720_isoprenoid metabolic process	0.0358	0.0341
GO:0009719_response to endogenous stimulus	0.0361	0.0296
GO:0009725_response to hormone stimulus	0.0359	0.0122
GO:0009642_response to light intensity	0.0493	0
**Down in L and R**	**Leaf**	**Root**
GO:0006468_protein amino acid phosphorylation	0	0
GO:0048544_recognition or rejection of self pollen	0	0
GO:0009875_pollen-pistil interaction	0	0
GO:0008037_cell recognition	0	0
GO:0016310_phosphorylation	0	0
GO:0006950_response to stress	0.0003	0
GO:0044237_cellular metabolic process	0.0017	0
GO:0006259_DNA metabolic process	0.0022	0
GO:0042254_ribosome biogenesis	0.037	0
GO:0050896_response to stimulus	0	0
GO:0034470_ncRNA processing	0	0
GO:0043412_biopolymer modification	0	0
GO:0043687_post-translational protein modification	0	0
GO:0006464_protein modification process	0	0
GO:0006793_phosphorus metabolic process	0	0
GO:0006796_phosphate metabolic process	0	0
GO:0008152_metabolic process	0.0113	0
GO:0016072_rRNA metabolic process	0.0117	0
GO:0006261_DNA-dependent DNA replication	0.0022	0
GO:0006364_rRNA processing	0.013	0.0008
GO:0006952_defense response	0	0
GO:0051704_multi-organism process	0.0055	0
GO:0007166_cell surface receptor linked signal transduction	0.0054	0
GO:0008283_cell proliferation	0.0023	0.0062
GO:0007169_transmembrane receptor protein tyrosine kinase signaling pathway	0.002	0
GO:0009856_pollination	0	0
GO:0007167_enzyme linked receptor protein signaling pathway	0.0022	0
GO:0006270_DNA replication initiation	0.0378	0.0032
GO:0006396_RNA processing	0	0.021
GO:0043283_biopolymer metabolic process	0.0054	0.0176
GO:0016481_negative regulation of transcription	0.0127	0.022
GO:0010629_negative regulation of gene expression	0.0185	0.0234
GO:0009890_negative regulation of biosynthetic process	0.0185	0.0443
GO:0010558_negative regulation of macromolecule biosynthetic process	0.0277	0.0376
GO:0010605_negative regulation of macromolecule metabolic process	0.0285	0.0484

Numbers shown are minimum FDR value among the whole set of different time point’s value of each GO term.

### Leaf and root share no common activation on cellular metabolism

Cellular metabolism is the center of life. To see how the stress affects to the biochemical network of cells, we retrieved *Arabidopsis* homologs of rice genes from aracyc_dump_20051021 (http://www.Arabidopsis.org/biocyc) and calculated the changed enzymes in each pathway. Table 2 shows the number of up (U)- or down (D)-regulated enzymes in pathways that have at least two changed (C) enzymes, the total number of affected enzymes are shown in the C column if the numbers of U and D are smaller than 2. The majority of changed enzymes in rice was repressed with more affected enzymes were found in leaf. Some pathways were significantly affected in both parts; they’re involved in energy production, biosynthesis of phytohormones, amino acids, pigments and many others. Many were co-repressed in both tissues, such as carbon monoxide dehydrogenase pathway, de novo biosynthesis of purine nucleotides I, tRNA charging pathway or chlorophyll biosynthesis.

**Table 2:** Significant affected biochemical pathways under drought stress in rice

**Pathway**	**Leaf**												**Root**											
	**0.5 h**			**2 h**			**6 h**			**12 h**			**0.5 h**			**2 h**			**6 h**			**12 h**		
	**U**	**D**	**C**	**U**	**D**	**C**	**U**	**D**	**C**	**U**	**D**	**C**	**U**	**D**	**C**	**U**	**D**	**C**	**U**	**D**	**C**	**U**	**D**	**C**
Aerobic respiration		2		2										3			2			4			5	
Gluconeogenesis		2		2	2		2	2		2				2			2			2			3	
De novo BS of pyrimidine ribonucleotides				2				3			3									2			2	
Mevalonate pw			**2**				2								**2**									
Chorismate BS				2			2			2				2			2			2			2	
Tryptophan BS					2		2	2			2						2			2			2	
Photorespiration		2			3			3			3								2					
Brassinosteroid BS II									**2**			**2**				2								**2**
Cytokinins 7-N-glucoside BS						**2**			**2**			**2**	2								**2**			**2**
Carotenoid BS					2			2				**2**				3			3			3		
Starch degradation		2									2			2									2	
IAA BS I											3												2	
Ascorbate glutathione cycle			**2**		2			3			3			2							**2**		2	
Carbon monoxide dehydrogenase pw		7			6			9			9			2			2			4			6	
De novo BS of purine nucleotides I		4			4			6			8						2			7			7	
dTDP-L-rhamnose BS		2						2			2												2	
Phospholipid BS		3			2			2			2			2									2	
Sterol BS		2			2			2			2									2			2	
FormylTHF BS		2						3			3			2						2			3	
Glycine BS		2				**2**		2			2			2										**2**
Cysteine BS		2									3												2	
Glycine degradation								2			2						2			2			2	
Tetrahydrofolate BS II								2			2										**2**			**2**
Triacylglycerol degradation		2			6			6			6			3				**2**			**2**		3	
tRNA charging pw		4			3			5			5			2						2			6	
Dolichyl-diphosphooligosaccharide biosyn											2			2										
Chlorophyll BS		2			2			6			6			3			3			5			6	
Lignin BS									**2**			**2**								4			4	
GDP-D-rhamnose BS									**2**											2			3	
Choline BS III				3			2			2														
Trehalose BS				2			2			2														
Asparagine degradation I								2			2													
Calvin cycle								2				**2**												
Fatty acid elongation _ saturated											2													
Glycolipid BS						**2**						**2**												
Lysine BS					2			2			2													
Pantothenate BS					2			4			3													
Threonine degradation									**2**			**2**												
Cellulose BS																	3			3			2	
De novo BS of pyrimidine ribonucleotides																				2			2	
Fatty acid BS _ initial steps																	2			2			2	
Homoserine BS																				2			2	
Isopentenyl diphosphate BS _ mevalonate-independent																							2	
Jasmonic acid BS																					**2**			
Riboflavin and FMN and FAD BS															**2**									
Ribose degradation																								**2**

U/D: up/down-regulated, BS: biosynthesis, p/w: pathway. Total U, D and C enzymes in leaf are 75, 254, and 329; in root are 38, 193, and 231; respectively.

However, no pathway was found to be co-activated in both tissues. Chorismate biosynthesis or mevalonate pathway could be considered to be up regulated in leaves while they were downed or slightly changed; respectively, in roots. Vice versa, carotenoids biosynthesis, photorespiration, or brassinosteroid (BR) biosynthesis II, cytokinins 7-N-glucoside biosynthesis were activated in roots while repressed, or generally changed in leaves; respectively. Interestingly, gluconeogenesis had a tendency that gradually changed from repression to activation as drought treatment increased from 30 min to 12 h in leaves suggesting the positive function of glucose in progressive water loss. This pathway is stably repressed in roots.

Not only did each tissue differently regulate genes within the shared pathway, they also possessed tissue-specific reactions. Particularly, leaf showed strong induction of choline and trehalose biosyntheses when cellulose and initial step of fatty acid biosynthesis were negatively regulated only in root.

### Transcription factors are enhanced more than metabolism

TF might be main components to understand the complexity in signaling and controlling the expression of stress induced genes as suggested in many previous studies (Shinozaki and Yamaguchi–Shinozaki 2000; Agarwal et al. 2006; Wang et al. 2008; Hussain et al. 2011; Lata et al. 2011; Hu et al. 2013; Liu et al. 2013). In order to further investigate on these molecules, we calculated the number of up and down-regulated TFs using Conserved domain database (http://www.ncbi.nlm.nih.gov/Structure/cdd/cdd.shtml). Similar to Table 2, numbers of U, D and C TF are shown in Table 3. Compared to metabolism enzymes, TF were more highly activated as more genes were up regulated and widely distributed in both leaf and root. Among 26 groups that are affected by drought, 15 contained up regulated genes. Myb_DNA-binding, zf-C3HC4, and NAM were topmost strongly affected groups even though the balance between U and D genes in these groups are different between the 2 tissues. Most of groups containing U TF also had D genes, which leads to the variation in changing tendency of the whole group at different time point. Only HSF_DNA binding kept the activation with no repression through the whole time range in both leaf and root. In the other hand, WRKY, K-box, and CCT seemed to be stably enhanced in leaf and root; respectively. Among groups that are repressed in both tissues, significance is auxin response and GRAS which showed stable repression and no significant up regulation. Tissue-specific affected groups only contained D or C genes which are mainly involved in normal transcription process of the cell.

**Table 3:** Significant affected transcription factor, TF, families during drought response

	**Leaf**												**Root**											
	**0.5 h**			**2 h**			**6 h**			**12 h**			**0.5 h**			**2 h**			**6 h**			**12 h**		
	**U**	**D**	**C**	**U**	**D**	**C**	**U**	**D**	**C**	**U**	**D**	**C**	**U**	**D**	**C**	**U**	**D**	**C**	**U**	**D**	**C**	**U**	**D**	**C**
Myb_DNA-binding	**4**	3		**12**	5		**8**	3			2		**2**	8		**4**	8		**5**	7		**5**	9	
zf-C3HC4		3			2		**11**	3		**9**	2					**2**	6		**3**	8		**3**		
NAM		4		**11**				2		**13**	3			8		**5**	5		**6**	5		**6**	5	
HSF_DNA-binding	**2**			**2**			**2**			**2**			**3**			**2**			**2**			**2**		
WRKY			2	**3**			**2**			**2**				4				2		3		**2**	3	
K-box				**3**			**2**											2			2			2
CCT		2			2		**2**	3		**2**	2					**2**			**2**			**2**		
F-box		4		**3**	2		**2**			**2**				2		**2**			**2**					2
NmrA		3		**3**	3		**2**	2				2		5		**3**			**3**	2		**2**	2	
Homeobox	**2**	4		**2**	4		**2**	5			5			4		**2**	2			2			2	
AP2	**2**	2		**3**			**4**	2		**2**	2							2		2			3	
bZIP_1		2								**3**								2			2			
SRF-TF				**2**				2				2								3			3	
GRAS						2		2			2			2			3			3			2	
Auxin_resp					3			3			3			3									3	
mTERF								2			2			2										
YL1			2			2			2		2													2
AUX_IAA								2				2											2	
B3									2			2												
MFMR						2			2			2												
Sigma70_r2					3			3			3													
PAZ		2			2			2			2													
CDC50		2																						
BAF1_ABF1																					2			2
TFIIA														3			3			3			3	
E2F_TDP														2			2			2			2	

Total U, D and C TF in leaf are 171, 185, and 356; in root are 104, 212, and 316; respectively.

### Photosynthesis gene is induced in root under dehydration

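Before dehydration the light-harvesting genes CB1 to CB6 and rbcS were far lower in root than in leaf. CB1 to CB5 had mean intensities of 38,090 to 54,596 in leaf and 676 to 1115 in root (n = 2 each). CB6 (AK106085) was 19,418 ± 4601 in leaf and 93.1 ± 12.5 in root (SD). The log2 differences between root and leaf ran from −5.18 for CB2 to −6.01 for CB4 among CB1 to CB5, and CB6 was lower in root by at least 6.97 (highest adjusted p of the 6 = 7.91e-06 from limma). That of rbcS was −6.44 (SE 0.81, adjusted p = 7.45e-05). Over all genes, 3089 were higher in root and 1986 higher in leaf. The study chose CB1 to CB6 on these samples, so they are not independent evidence. On the root 0 h arrays the feature of random sequences read 160.6 and 146, above CB6 on both and below CB1 to CB5 and rbcS, and the 5 transgene features read 289 to 2890. Without root 0 h replicate 1, 2011 genes were higher in root.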

The expression of photosynthesis related genes in root were lower than in leaf. However, the expression pattern is very different between two organs. Contrary to the observed repression in leaves, photosystem, PS, (especially light reaction) was induced in the root (Additional file 3: Table S3a).

Photosynthesis genes that are encoded separately in plastid and nuclear genome are responsible for PS core subunits, and light harvesting complex proteins and pigment biosynthesis; respectively (Kobayashi et al. 2013). While “GO:0046148_pigment biosynthetic process” showed no significant change in root, “GO:0009765_photosynthesis, light harvesting” was enhanced in this organ and both of them were repressed in leaf (Additional file 3: Table S3a). It is well-known that light and plastid development are both crucial for the expression of nuclear photosynthesis genes. However, Sullivan and Gray (1999) reported that plastid-derived signal is synthesized and is able to regulate nuclear photosynthetic gene expression in the absence of light in both pea and Arabidopsis. Although no biological process GO shows the activation of plastid-related biosynthesis in root, we found that 20/30 up-regulated GOs in Cellular Component category are related to chloroplast and plastid especially 10 contains “thylakoid” (Additional file 3: Table S3c) which was suggested to be very important to the development of chloroplast (Kobayashi et al. 2013).

Related to 2 groups of nuclear encoded genes, pigment biosynthetic process was down-regulated in leaf but didn’t show significant change in root; while light harvesting was inhibited in leaf and activated in root (Additional file 3: Table S3a). Looking into Molecular Function GOs, we found “GO:0016168_chlorophyll a/b binding” protein (Additional file 3: Table S3b) was significantly up-regulated in root while repressed in leaf. 

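The chlorophyll a/b binding protein genes CB1, CB3 and CB4 fell in leaf by 12 h. Their log2 changes were −1.86 (adjusted p = 0.0226 from limma), −1.71 (adjusted p = 0.0205) and −1.90 (adjusted p = 0.0047). CB2 (−0.78), CB5 (−1.29, adjusted p = 0.106) and CB6 (−0.96) did not pass. Adjusted over the list alone, 4 passed in leaf at 12 h. The study chose these genes on these samples, so their direction is not independent evidence. In the comparisons one at a time none of the 6 was called in leaf at 0.5, 2 or 6 h, where their medians were 0.08, −0.37 and −0.86. At 12 h the change of each of the 6 was greater in root than in leaf, by 2.83 to 3.92 for CB1 to CB5 and by at least 4.01 for CB6, which lay below the feature of random sequences in root at 0 h (highest adjusted p of limma's interaction test 0.0165). Beside them, 63 other leaf genes had median changes of 0.97 in root and −1.499 in leaf at 12 h. These 63 were picked on the 0 h arrays, at least 4 log2 units above root in leaf and at a leaf log2 level of at least 14.22. Those arrays are also the baseline of the changes, so these medians are not free of that choice. At 0.5, 2 and 6 h limma's interaction test called 0, 2 and 3 of CB1 to CB6 (lowest adjusted p over all genes 0.742, 0.00562 and 0.00445). Adjusted over the list alone, it called 0, 4 and 6 of them.
The leaf calls at 12 h of CB1 and CB3 were lost without leaf 0 h replicate 1 (adjusted p = 0.0883 and 0.107) or 2 (0.104 and 0.0726) and without leaf 12 h replicate 2 (0.101 and 0.145), and that of CB1 also without leaf 12 h replicate 1 (0.0961). Both were lost with the F-test over the 4 times of a tissue (0.0657 and 0.057), and all 3 with limma's treat test (0.617, 0.71 and 0.3 for CB1, CB3 and CB4). CB4 was called lower at 6 h with quantile normalization of all arrays (0.045) or within each tissue (0.0469), dim genes left out (0.049), only the 10 leaf arrays (0.0435), eBayes with trend and robust prior (0.0349) and the F-test over the 4 times, and CB5 at 12 h with only the 10 leaf arrays (0.0279). The log2 change with no test took CB3 and CB4 at 6 h and CB5 at 12 h. The leaf changes of CB1 and CB3 at 0.5 h turned positive with arrays centred on their medians (0.23 and 0.08).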

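Genes CB1 to CB6 of the chlorophyll a/b binding protein family were all called higher in root after 12 h of dehydration, with log2 changes of 1.64 (CB1) to 2.26 (CB5) for CB1 to CB5, of at least 3.05 for CB6, and a highest adjusted p of 0.0438 from limma. At 2 h CB2 (2.09) and CB6 (at least 4.91) were called, and at 6 h CB2 (1.73), CB4 (1.37) and CB6 (at least 4.31). CB6 has bounds because it read 102 and 84 in root at 0 h, below the feature of random sequences (160.6 and 146). With limma's treat test CB6 alone was called, at 2, 6 and 12 h. At 0.5 h 0 of the 6 passed over all genes (lowest adjusted p = 0.0714), with a median change of 1.41. Medians were 1.56 at 2 h and 2.04 at 12 h. Adjusted over the list alone, 5, 5, 6 and 6 passed at the 4 times, which is not independent evidence, as the study chose the list on these samples. The intensity of CB6 in root was 214 ± 184 at 0.5 h, 4654 ± 861 at 2 h (adjusted p = 8.36e-05), 3076 ± 586 at 6 h (0.000178) and 1369 ± 739 at 12 h (0.000551) (SD, n = 2). Other genes of leaf also had higher values in the dehydrated root arrays. A set of 63 had median root changes of 0.62, 0.72, 0.76 and 0.97 at 0.5, 2, 6 and 12 h. These 63 were picked on the 0 h arrays, at least 4 log2 units above root in leaf and at a leaf log2 level of at least 14.22. As the root 0 h arrays are also the baseline of these changes, the medians are not free of that choice.
With treat the adjusted p at 12 h was 0.952, 0.164, 0.47, 0.189 and 0.25 for CB1 to CB5, that of CB2 was 0.449 at 2 h and 0.756 at 6 h, and that of CB4 was 1 at 6 h. With the F-test over the 4 times of a tissue CB1 and CB5 were lost at 12 h (0.136 and 0.0595).
Other settings called further members. At 0.5 h these were CB2 with quantile normalization within each tissue (0.0471), CB3 with eBayes with trend and robust prior (0.0493), and CB1, CB2 and CB3 without root 0.5 h replicate 1 (0.00212, 0.0294 and 0.00459). At 2 h CB3 was called with quantile normalization of all arrays (0.0319) or within each tissue (0.0289), dim genes left out (0.0427) and eBayes with trend (0.0226), and CB4 with quantile normalization within each tissue (0.0483). At 6 h CB5 was called with quantile normalization of all arrays (0.0363) or within each tissue (0.0311) and eBayes with trend (0.0351). The F-test over the 4 times took CB2, CB3 and CB4 at 0.5, 2 and 6 h, and no test took CB1 to CB5 at 0.5 h and all 6 later.
Several calls were lost without 1 array, which then left 1 array in its group, so a lost call does not by itself show that it rested on that array. The change of CB2 at 2 h was 2.15 and 2.03 without root 2 h replicate 1 and 2, beside 2.09 with both. That of CB1 at 12 h was 1.78 without root 0 h replicate 1 and 1.11 without root 12 h replicate 2, beside 1.64. At 12 h CB1, CB3, CB4 and CB5 were lost without root 12 h replicate 2 (adjusted p = 0.34, 0.163, 0.0551 and 0.133), CB1, CB3 and CB5 without root 0 h replicate 2 (0.178, 0.101 and 0.0754), and CB1 without root 0 h replicate 1 (0.14) or with only the 10 root arrays (0.12). At 6 h CB2 and CB4 were lost with only the 10 root arrays (0.0532 and 0.108), without root 0 h replicate 1 (0.166 and 0.0871) and without root 6 h replicate 2 (0.166 and 0.44), and CB4 without root 0 h replicate 2 (0.248). At 2 h CB2 was lost without root 0 h replicate 1 (0.125) and without root 2 h replicate 1 or 2 (0.0553 and 0.1).

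**Figure D3:**
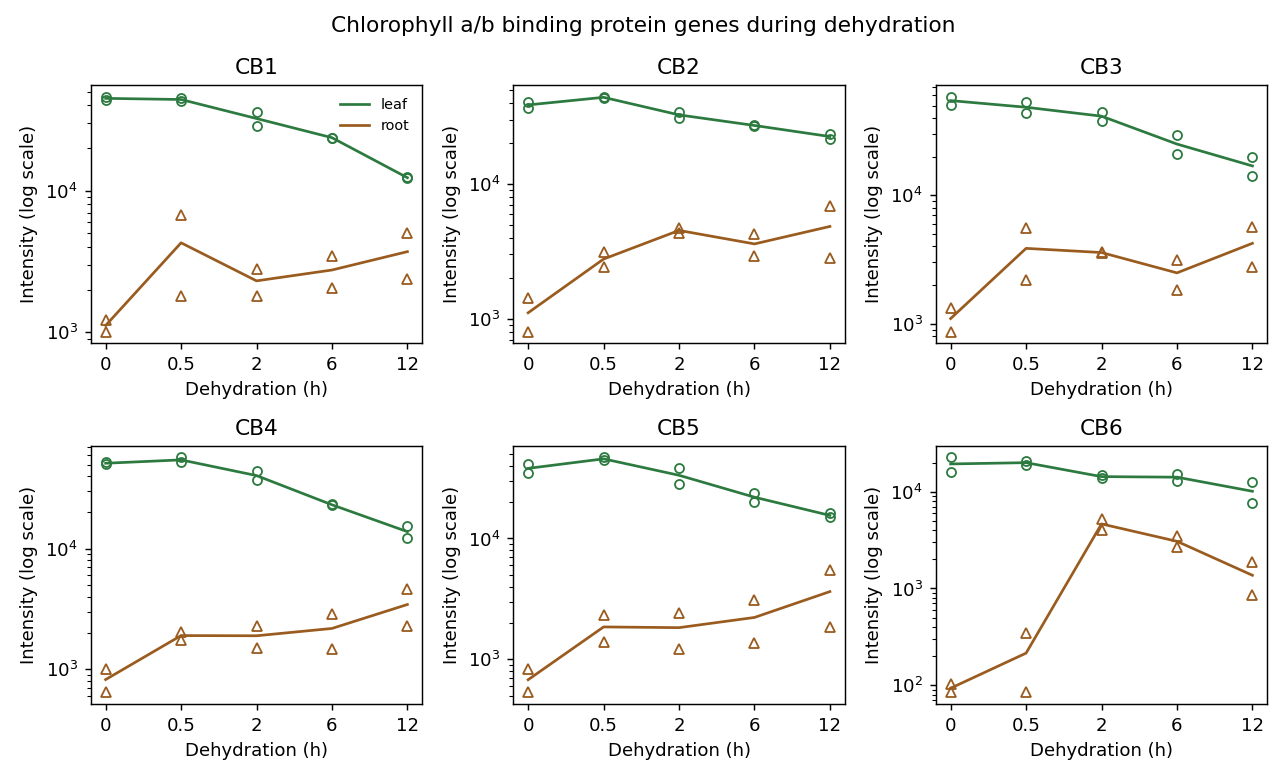
Intensity (log axis) of CB1 to CB6 in leaf and root against hours of dehydration, with points for replicates and lines for their means. At 12 h all 6 lie above their 0 h level in root, and CB6 reaches 4654 there at 2 h.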

Among 18 members of this gene family in rice (Umate 2010), 6 genes were up-regulated in all examined time points and their expression pattern was certified by the semiquantitative (sq) RT-PCR as following.

Because our experiment treated the whole seedling in a chamber under continuous light, there is a possibility that photosynthesis related genes were induced because roots were exposed to light even though they were covered by a layer of tissue and aluminum foil. To test whether their activation is induced by dehydration or light, we repeated the experiment and also conducted a similar acute dehydration treatment as using in the microarray experiment but under dark condition. Figure 4 shows the expression patterns of the above 6 genes in two dehydration experiments (with and without light). Their expression in the dark was lower than in the light; however, clear induction was still observed. This primary result may lead to a very interesting study on the function of photosystem genes in root during water loss stress.

**Figure 4:**
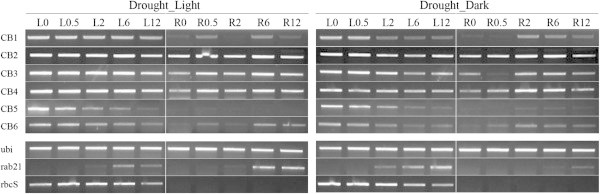
**Expression patterns of chlorophyll binding (CB) genes under dehydration treatment.** The experiment was carried out in light (left) or dark (right) conditions. L/R0, 0.5, 2, 6, 12: leaf/root at 0, 0.5, 2, 6, 12 h after the stress onset.

### Energy condition in leaf during dehydration

The repression found on many growth and development processes, which require high energy level, might impose the lower level of energy compared to normal. Indeed, Figure 5 shows the rapid decrease of ATP/ADP ratio of rice during stress duration indicates the lack of energy in this situation. Because of the inhibition of photosynthesis during stress as reported above and in many previous studies (Degenkolbe et al. 2009, Shu et al. 2011), the plant must mobile energy from storage resources such as carbohydrates, fatty acids and proteins. Among the enzymes that catalyze the breakage of complex substrates into simpler molecules to produce energy, hydrolase was found to be enhanced in leaf during dehydration stress (Additional file 3: Table S3b). Especially, the up-regulation of “GO:0004553_hydrolase activity, hydrolyzing O-glycosyl compounds” suggested the important of carbohydrate-derived energy. As a carbohydrate, starch is intermediate-term storage of energy in plant. However, the starch content of 14d rice seedling is too small for any changes to detect (Figure 6). Besides, starch degradation was down regulated as in pathway analysis (Table 2). Thus, starch doesn’t seem to be an important energy resource in this case, which used 14d rice seedlings. Besides starch, sugars are short-term energy storage, among the 3 ethanol-soluble sugars examined; sucrose has highest content and shows the decrease pattern while glucose and fructose are increased by treated time. This suggests sucrose as an important energy resource of rice seedling during dehydration.

**Figure 5:**
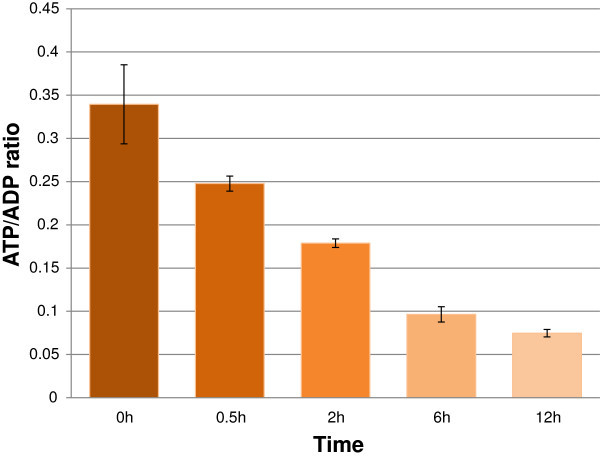
**ATP/ADP ratio of rice shoot during dehydration.** Value = mean ± SD (n = 3).

**Figure 6:**
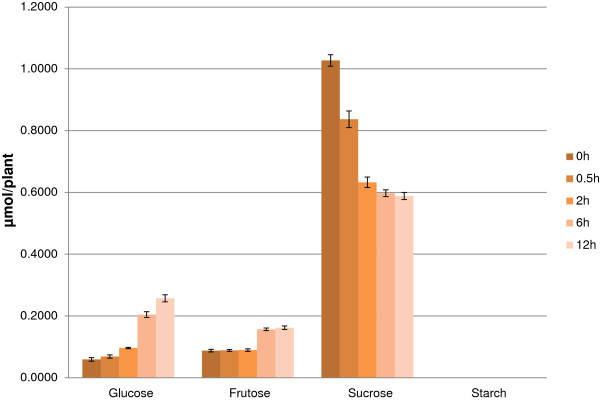
**Starch and ethanol-soluble sugars content in rice shoot during acute dehydration.** Value = mean ± SD (n = 3), y value axis unit is μmol/plant.

## Discussion

### Response of rice seedling to acute dehydration

Rice appeared to respond to stress mainly by down-regulating many biological processes. Additionally, rice also showed a predominance of root over leaf in Under, Over, and Change GO terms. Although the number of up-regulated genes in the leaf was higher than in the root (3,922 over 2,147), the induction was obtained at only one time point, 6 h with 16 “biological process” type GO terms. Alternatively, induction in roots enriched in more GO terms (43), and wider time range (2 and 12 h). This observation suggests the large difference in the response of two tissues to water deficiency.

As other plants under stress, rice seedling also uses popular mechanism to protect itself from damage. One of the earliest responses is the change in protein phosphorylation status, so phosphorylation-related GOs were easily found in both tissues at various time points. Besides, there were gene’s products that directly protect against environmental stresses, including proteins that likely function in stress tolerance, and those that regulate gene expression (transcription factors) and signal transduction (phytohormones) in the stress response. The first step after plant perceives stress is signal transduction, which can be done by plant hormones. ABA is believed to play a major role in plant responses to stresses that there are ABA-dependent and ABA-independent pathways. Cytokinin and BR may be component of the latter pathways. Cytokinin has been suggested to increase tolerance to mild stress and accelerate a plant’s recovery during drought by applying exogenous cytokinin. In addition, there is a potential role for overexpression of cytokinin in root during the plant’s drought response (Novakova et al. 2007). The exogenous application of BR also improved drought tolerance in rice (Farooq et al. 2009).

Downstream of signal transduction is the expression of genes. One group is TF_regulatory proteins, another one is functional proteins. Among TFs that were changed by drought, Myb_DNA_binding, zf-C3HC4, and NAM were most strongly affected. Various Myb-type TFs have been proved to be induced and function in drought response (Bartels and Souer 2003). MYB in a combination with MYC works as a system in ABA-dependent pathway (Agarwal et al. 2006). C3HC4 zf is RING-type zinc finger, some of whose have E3 ubiquitin-protein ligase activity determining the substrates specificity for ubiquitination, an important step in protein modification. C3H zinc finger family has been reported to be regulated by abiotic or biotic stresses (Wang et al. 2008). NAC (NAM, ATAF1/2, CUC2) is a new plant specific transcription factor and play diverse roles in plant development and stress responses. Recently, its involvement in salinity tolerance was reported (Agarwal et al. 2006).

The group of functional molucules includes trehalose, choline, carotenoid, and thiamin. Trehalose, a disaccharide, is accumulated in plants, fungi, and invertebrates and functions as a compatible solute to protect their biological structure under severe stress conditions (Garg et al. 2002). Choline is a precursor for the formation of glycine betaine, which can act as osmoprotectant in plant and confers tolerance to salinity, drought, and other environmental stresses (Kishitani et al. 2000; Shirasawa et al. 2006). In another way, carotenoid is a non-enzymatic antioxidants that function in maintaining the integrity of photosynthetic membranes (Munné-Bosch and Penuelas 2004), protecting them from the oxidative stress which is the result of an imbalance between antioxidant defenses and activated oxygen species during drought. Vitamin B1 (thiamine) is also suggested to participate in the processes underlying plant adaptations to certain types of abiotic and biotic stress, mainly oxidative stress (Rapala-Kozik et al. 2012). The resulted oxidative stress is also likely to be the reason of HSF_DNA-binding TF induction because HSFs might be involved not only in heat shock protein synthesis but also in oxidative stress regulation of antioxidant gene expression (Wang et al. 2004).

Coordinate with activation of protective mechanism, to save energy and focus on drought response, genes involved in growth and development should be repressed. This can explain for the down-regulation of many synthesis processes such as photosynthesis, cell wall, nucleotide and ribonucleotide, lipid and protein synthesis, as well as TFs that are mainly related to development like GRAS and Auxin-reponse factors.

### Tissue-specific production and possible transportation mechanism of functional products

Although leaf and root share many common terms related to responses to different kind of stresses (Table 2), cellular metabolism and TF synthesis seemed to be highly tissue-specific. Among two groups of protective molecules induced in rice under drought, osmoprotectant was found only in leaves while antioxidant was dominant in roots. Moreover, if we consider a TF group is activated or repressed at one time point when the number of U TF is more or less than that of D TF at the same time, respectively; the up regulation of TFs was mostly observed in leaves and repression was the main tendency in roots. In contrast, hormone biosyntheses were only induced in roots.

Interestingly, among pathways and GO terms that are more induced in leaves over roots, except choline and trehalose that directly function in drought, other processes’ products are precursors of many important cellular biosynthesis. The mevalonate pathway leads to sterol biosynthesis, ergosterol biosynthesis, and dolichols *via* the formation of farnesyl diphosphate (FPP). In plants, the mevalonate pathway is also a source of isoprene units for the biosynthesis of a variety of terpenoids (cytokinins, brassinosteroids, sesquiterpenes, polyprenoids or carotenoid, a tetraterpenoid) (Bochar et al. 1999). The chorismate biosynthetic pathway links the metabolism of carbohydrates to the biosynthesis of proteinogenic aromatic amino acids (phenylalanine, tyrosine, and tryptophan). This pathway is also thought to modulate the carbon flux from ‘primary metabolism’ to ‘secondary (specialized) metabolism’ because chorismate represents the end product of the pathway, which gives rise to a number of specialized metabolites such as quinones, phenylpropanoids, and indoles (e.g., IAA biosynthesis I) (Weaver et al. 1997). Easily to be seen, most of protective molecules produced in roots need precursor unit from those two pathways, which are induced in leaves. Thus, there is necessary presence of (a) transportation mechanism(s) that quickly and effectively transport(s) those molecules from the source (leaves) to the sink (roots). Similarly, TFs and hormones which are produced in this site of seedling also need to be transported to the other site to function.

### Photosynthesis and chlorophyll a/b binding proteins in root during acute dehydration stress

A significant change during drought response was the repression of PS gene expression in the leaf, and this finding supports previous data on the response of rice during drought (Degenkolbe et al. 2009, Shu et al. 2011). As mentioned above, oxidative stress occurs during drought. Because of the over-reduction of reaction centers and the increased production of active oxygen species in chloroplasts, PS (especially PSII) appears to be in excess energy status and this occurrence can be harmful, if not safely dissipated (Loggini et al. 1999). In this study, we found that PS (especially light reaction) was induced in the root, which was not clear when the expression of root was directly compared to that of leaf.

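Compared with leaf at the same time, the light-harvesting genes CB1 to CB6 stayed lower in root at every time. The log2 differences between root and leaf were −3.65 to −4.85 at 0.5 h for CB1 to CB5, and −6.88 for CB6, which lay above the feature of random sequences on 1 of the 2 root arrays. They were −1.64 to −4.45 at 2 h. At 6 h they were −2.21 to −3.49 and at 12 h −1.83 to −2.96. All 6 passed at each time by limma (highest adjusted p 0.000205, 0.0468, 0.0123 and 0.0264). The difference of rbcS was −5.02 at 0.5 h (adjusted p = 0.000645), −3.40 at 2 h (0.0106) and −3.31 at 6 h (0.0128), and at 12 h it was −1.86 (0.156), which did not pass. These comparisons after 0 h were chosen after the data were seen, and the arrays left out in turn were not applied to them.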

Plant roots usually grow underground as heterotrophic organs and are considered as non-photosynthetic organs. Roots may become green when exposed to light or when they develop as adventitious organs. In roots of the epiphytic Orchidaceae and in the aerial roots of mangroves, photosynthesis by this organ does, in fact, contribute to the carbon economy of the whole plant (Flores et al. 1993). Mature rice also produced aerial roots called adventitious prop roots. Although 14d seedling hasn’t produced adventitious prop roots, the exposure of the whole plant into air in this experiment made roots similar to aerial. In the field condition, when water is withdrawn, there’s possibility that roots are exposed to the air and in this case, this part of root can activate photosynthesis to compensate for the reduction of this activity in leaf.

Among photosynthesis genes, “GO:0016168_chlorophyll a/b binding protein” was induced in root and 6 genes were consistently up-regulated in all examined time points. The general function of the chlorophyll a/b binding family is to absorb light and transfer its energy to the photochemical reaction core. By binding to free chlorophyll molecules, they can prevent the formation of free radicals and/or acting as sinks for excitation energy. Therefore, these genes were also proposed to have a protective role within the thylakoids during light stress (Andersson et al. 2003). The pathway analysis showed that chlorophyll biosynthesis was strongly down-regulated (Table 2), suggesting an interesting theory that those gene products that actually do function in drought response might not function by binding to chlorophyll a/b, but by an alternate mechanism, a chlorophyll-independent manner.

Generally, light-harvesting chlorophyll a/b binding, LHCB, gene expression is regulated by multiple environmental and development cues including mainly light, oxidative stress, chloroplast retrograde signal, circadian clock, and the phytohormone abscisic acid (Xu et al. 2012). In this research, they seemed to be dehydration stress specific (Figure 7) which solidified their necessary role in this kind of stress.

**Figure 7:**
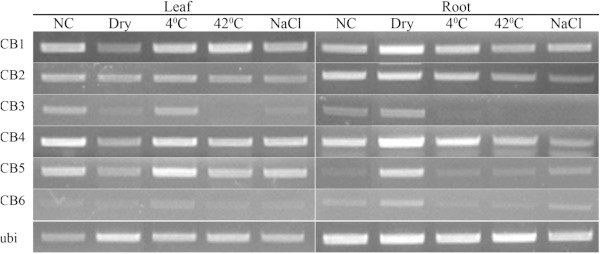
**Expression patterns of chlorophyll binding (CB) genes in rice seedlings under different abiotic stresses.** The amplification cycles were 25 and 35 for leaf and root sample; respectively. NC: non-stressed control, Dry: air-dry, 4°C: cold stress, 42°C: heat stress, NaCl: salt stress.

### Energy resources during acute dehydration

In plant, the most popular carbohydrates energy storage is starch which is biosynthesized by photosynthesis. Beside starch, sugars are also good storages of energy even though shorter-term. In stress condition, usually the abundant starch is degraded to supply energy for plants and soluble sugars can be accumulated to act as osmoprotectants (Mohammadkhani and Heidari 2008). However, 14d seedling leaves used in this study has such a low content of starch that the applied method can neither detect correctly the concentration nor distinguish the changes. In this case, sucrose has highest concentration and seems to be an important resource as its level decreases while glucose and fructose increase by time. The reason of using sucrose as main energy resource lines in the development stage of rice sample. As reported by Wopereis et al. 2009, the period of about 2 weeks after germination, young seedling essentially feeds on the food reserve in the endosperm. Thus, the component of energy resource in 14d seedling would highly be the result of transportation activity from endosperm to seedling through the scutellum (Aoki et al. 2006; Scofield et al. 2007). Sucrose is the major soluble sugar component in dry seed and generally agreed to be the major form of sugar translocated in plant. It decreases after several days of seed germination then increases again together with the accumulation of glucose, fructose and maltose (Murata et al. 1968) because during germination, starch in endosperm is broken down to produce glucose and low amounts of maltose and sucrose. The resulted glucose and maltose move to the scutellum and is converted to sucrose and then transported to shoot and root (Scofield et al. 2007). Besides, there is also the transportation of sucrose produced from lipids degradation in aleurone layer into endosperm, then to scutellum (Aoki et al. 2006). Thus, the sucrose transported to growing tissues contains both original sucrose and inverted glucose. In shoot, sucrose will be degraded to produce glucose, which is the favorite form of energy source in living cell, and fructose. Besides, the slowly activation of gluconeogenesis in leaf, as in pathway analysis, also increases glucose concentration. The total glucose is partially used to produce trehalose which is the combination of a UDP-glucose and a glucose-6-phosphate. Another function of glucose is likely to act as an osmoprotectant itself, and fructose may also involve in this mechanism.

## Conclusions

Water deficiency is one of the most serious worldwide problems for agriculture. Recently, it has become more serious and outspread, which urgently requires the production of drought-tolerant plants. Microarray experiments using mRNA from air-dried leaves and roots of rice were performed in an attempt to study genes involved in dehydration response. Leaf and root tissues shared some common gene expression during stress, with the purpose of enhancing protective systems. However, these two tissues appeared to act differently in response to the different level of dehydration they experience. Leaves induced more genes than root but those genes scattered in many processes, most significantly were productions of osmoprotectant. Roots up-regulated fewer genes and focused on inducing antioxidant and enhancing photosynthesis related genes. Besides, the two tissues can affect each other via the signaling and transportation system. Our analysis suggested an important role for the chlorophyll a/b binding proteins in drought. Further analysis would reveal more candidates for stress-inducible genes. Especially, genes identified from transgenic rice may provide more information about the affect of drought response mechanisms on gene functions, *cis*-acting elements and downstream genes in cascades.

## Methods

### Plant growth and stress treatment design

Non-transgenic rice seeds (*Oryza sativa* L. *japonica* cultivar Nakdong) were geminated on MS0 (Murashige and Skoog) agar media (0.25% phytagel) and incubated in growth chamber (28°C, 2 days in dark followed by 1 day in light). Seedlings were then transferred into soil and grown in greenhouse (16-h-light/ 8-h-dark cycle) for 11 days. They were then removed from soil, kept in fresh water for 1 day to avoid the transient gene expression of any responses to possible root injury, and then subjected to air-dry in a growth chamber with temperature of 32°C, humidity of 50% and continuous fluorescent light of 150 μmol.m^-2^.s^-1^. Although 32°C is not optimum temperature for rice development, it was chosen as the temperature of green house during the experiment time varied from 24°C (lowest at night) to 35°C (highest at noon). During the treatment, roots were covered by a of tissue and then a layer of aluminum foil to mimick the root natural condition which was deep under the soil in dark with little air contact. After 0, 0.5, 2, 6, 12 h, leaves and roots were collected separately. A similar sampling method was used for other experiments in this study.

For other stresses, seedlings at the same stage were kept in water and incubated at 4°C and 42°C to create cold and heat stress; respectively. In salt stress, water was added NaCl to a final concentration 400 mM and maintained in the same chamber of air-dried and control plants, which were kept in water. Leaves and roots were collected after 6 h of the treatment.

### Rice 300 k 3′-tiling microarray

Total RNAs were extracted using TriReagent (Molecular Research Center, Inc.). Using these RNAs, expression profiling was then conducted with the rice 3′tiling microarray analysis. Two biological replicate were done. Expression profiling was conducted using the Rice 3′-Tiling microarray manufactured by NimbleGen (http://www.nimblegen.com), which contains 27,448 genes deposited at the International Rice Genome Sequencing Project Rice Annotation Project 1 database (http://rapdb.dna.affrc.go.jp). Further information on this microarray, including statistical analysis, can be found at http://www.ggbio.com (GreenGene Biotech, South Korea).

Direct comparison of leaf and root data could be misleading because each tissue would undergo distinct response mechanisms. To overcome this, leaf data were compared to the RNA obtained at initial stage of leaf and designated Leaf 0 (L0). Similarly, root data were compared to the sample of Root 0 (R0). The comparison of leaf and root was performed using L0 and R0. Multiple analysis was performed with LIMMA package in R computing environment (Smyth 2004). The package adopts the linear modeling approach implemented by lmFit and the empirical Bayesian statistics implemented by eBayes. Genes of which adjusted-P-value or false discovery below 0.05 were collected and further selected for those gene expressions were higher than 1 or less than -1 at least at one stage compared to that at stage 1. Multivariate statistical tests such as clustering, principal component analysis, and multidimensional scaling were performed with Acuity 3.1 (Axon Instruments). Hierarchical clustering was performed with similarity metrics based on squared Euclidean correlation and average linkage clustering was used to calculate the distance of genes.

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus (Edgar et al. 2002) and are accessible through GEO series accession number GSE38130 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE38130).

### GoMiner analysis

GO analysis was performed with GoMiner (Ashburner et al. 2000; Zeeberg et al. 2003). Those genes selected as described above were marked as 1 and -1 according to their expression modes; 2 folds increase and decrease; respectively. To find a tentative counterpart of rice gene in *Arabidopsis* genome, Blastp analysis was performed for the two species, and the genes with Score 100 or higher were considered to be the tentative counterparts. The Rice 300 k 3′-tiling Microarray contains 27,448 genes and 18,270 which are matched with *Arabidopsis* genes with score 100 and up were used as total gene set in GoMiner. First, GoMiner categorizes each gene according to their GO terms and mode of gene expressions. Modes of expression are denoted as Under, Over, and Change to present down-, up-regulated genes, and both of these ones; respectively. It calculated P-values with the one-sided Fisher exact test for the number of categorized GO terms in the total. False discovery rate (FDR) values were obtained from 100 randomizations. GO terms of which FDR are less than 0.05 at least at one time point are collected. To present GO terms in hierarchical clusters, firstly, unique GO terms are selected from GO terms. The FDR values ranging less than 0.05 to 0 scaled to 0.5 to 5. Other non-significant FDR values are manually transformed to 0. For graphical presentation, the FDR values are multiplied with 1 (red) and -1 (green) according to up- and down- regulations; respectively. Hiearchical clustering is performed with Acuity 3.1. To reduce the redundant and visualize GO terms in interactive graphs, web-based program REVIGO (Supek et al. 2011) are used with C value of 0.7, whole UniProt as database size and SimRel as semantic similarity measure. GO list of each time point mode is loaded separately and collected graphs are then edited by normal image processing program.

### Pathway analysis

Rice genes were matched to *Arabidopsis* as described above and related pathways were retrieved from aracyc_dump_20051021 (http://www.Arabidopsis.org/biocyc).

### Transcription factor analysis

Domains in rice genes are identified by rpsblast using Conserved domain database (http://www.ncbi.nlm.nih.gov/Structure/cdd/). Transcription factors are categorized based on Pfam (http://pfam.sanger.ac.uk/).

### Semi-quantitative (sq) RT-PCR analysis

RNAs were prepared with the same method used for 3′-tiling microarray. For the first strand cDNA synthesis, 5 μg of total RNA was reverse-transcribed using Super Script III First Strand kit (Invitrogen) according to manufacturer’s manual. cDNA mixture of rice was then 2-time diluted. Gene specific primers (Additional file 1: Table S5) were designed using the Primer Designer 4 software (Sci-ed. Software, NC). PCR was performed in a 20-μl solution containing a 1-μl rice cDNA aliquot, 0.25 pM gene-specific primers, 10 μl of 2× PCR master mix (Intron biotechnology, Inc.). The reaction included an initial 2-min denaturation at 94°C, followed by 20 to 35 cycles of PCR (95°C for 30 sec, 55°C for 30 sec, 68°C for 30 sec), and a final 10 min at 68°C. Afterward, 10 μl of the reaction mixture was separated on a 2% agarose gel. To obtain the reproductibility of RT-PCR, the experiment was repeated 2 times with 2 independent biological replicated samples.

### Starch and soluble sugars measurement

Control and stressed leaf blades were harvested, weighed and kept in deep freezer (-80°C) until use. Number of plants was recorded to calculate fresh weight of leaf blade per plant, coded as A. Approximately 100 mg which is then divided for A to get the number of plants (B) in that amount of each sample was used in extraction. Ethanol extracts were performed according to Lee et al. (2008). Sucrose, glucose, fructose and starch were measured using NAD(P)H-coupled enzymatic methods with Cary 300 Bio UV-visible spectrophotometer (Agilent Technologies, USA). The measured metabolite contents were normalized to each plant by dividing the results for B. Final result is average of 3 independent samples and the experiment was repeated twice.

Sugar content was scored as μmol/plant instead of μmol/g FW because FW of leaf decreases by stress treated time. Even without real increase in solute content, its level is eventually higher because of the decrease in leaf FW. Leaf FW could be used if it’s measured before dehydration treatment but that seemed impossible because intact plant was used to avoid any injuries or other shock effect. Considering plants are biological identical, concentration of sugars is normalized by number of plants.

### ATP/ADP ratio determination

Samples were prepared as in starch and sugar measurement. To determine the ATP/ADP ratio, adenylate nucleotides were firstly extracted using proteinase K method (Napolitano and Shain 2005) with minor change. Approximately 10 mg of samples was incubated with 30.9 μl of 20 mg/ml proteinase K (Invitrogen, AM 2546) in 340 μl 50 mM HEPES. The reaction was placed at 50°C for 20 min, then inactivated by placing at 80°C for 5 min and stored on ice. The supernatant was then used as triplicate to determine ADP/ATP ratio according to protocol provided by manufacturer of EnzyLight kit (BioAssay Systems, ELDT-100). Luminescence signal was measured by Glomax Luminometer (Promega, USA). The experiment was also repeated twice with 3 technical replicas.

## Abbreviations

TF: Transcription factor; ABA: Acid abscisic; PS: Photosystem; LEA: Late abundant protein; P/S/RFW: Plant/shoot/root fresh weight; UDC: Up down change; GO: Gene ontology; FDR: False discovery rate; sqRT-PCR: Semi-quantitative reverse transcriptase polymerase chain reaction.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

BHN and YKK proposed the project idea. YKK did the microarray analyses. MTPT carried out the experiment and wrote the manuscript. DJH measured ATP/ADP ratio. JSJ measured the quantities of sugars in rice leaf and root. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Table S1 Standard Evaluation System for Rice, IRRI. Table S4: Tissue-specific up-regulated GO terms in leaf and root of rice. Numbers shown are FDR value of GO term. Table S5: Gene specific primers used for semi-quantitative RT-PCR. CB1-6: chlorophyll a/b binding protein 1–6. rab21, rbcS: stress marker, ubi: constitutive marker. Figure S1: Seedling appearance at 0 h, 30 min and 2, 6, 12 h of dehydration (from left to right). The smaller frames in the right of each panel are the magnificent of rectangulars marked in leaf and root. Figure S2: Confirmation of strongly induced genes in microarray result (a) by sq RT-PCR (b). Leaf and root and 0 h (L0 and R0, respectively) were used as non-stressed control samples. Stress treated plants (*O. sativa japonica* cult. *Nakdong*) were air dried from 30 min to 2, 6, and 12 h. ubi was used as constitutive marker. In (a), error bar = standard deviation of intensities (n = 2). Figure S3. Clustering of significant changed genes in acute dehydration of rice. 10,537 2-fold up/down regulated genes were hierarchical clustered (a) and the over-lapping parts (b) between leaf and root were examined. Click here for file

Additional file 2: Table S2 Genes that are 2 fold up or down regulated in leaf or root. Click here for file

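Table S2 lists log2 changes of each gene at the 4 times of both tissues against 0 h. The part read here holds the 1998 genes at the top of its 10,537. For these genes the changes computed from the array intensities differed from those of the table by a median of 0.04 to 0.05 and by at most 0.34 to 0.62 in the 8 comparisons, and had the same sign for 96.1% to 99.35% of genes. Across genes, which are not independent replicates, the correlation was 0.9933 to 0.9985. Of the 1998 genes, 1440 (72.1%) were called here at one or more times, at the same thresholds, with each comparison tested by itself. With limma's F-test over 9 comparisons in its place, which include root against leaf at 0 h, 1770 (88.6%) were called. The part includes rbcS and CB1 to CB6. Those of CB1 in leaf computed here were −0.026, −0.48, −0.92 and −1.86 at 0.5, 2, 6 and 12 h, against −0.142, −0.638, −1.146 and −2.109 in the table, and in root they were 1.66, 1.02, 1.26 and 1.64, against 1.616, 0.96, 1.181 and 1.62.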

Additional file 3: Table S3 List of are significantly affected GO terms related to Biological Process (a), Molecular Function (b), Cellular Component (c), and converted value of 284 Biological Processe terms (d). Click here for file

# Supplementary material for: Transcriptome analysis of leaf and root of rice seedling to acute dehydration
**Source:** Rice (N Y). 2013 Dec 16;6(1):38. doi: 10.1186/1939-8433-6-38
**Supplement:** Additional file 1: Table S1 — Standard Evaluation System for Rice, IRRI. Table S4: Tissue-specific up-regulated GO terms in leaf and root of rice. Numbers shown are FDR value of GO term. Table S5: Gene specific primers used for semi-quantitative RT-PCR. CB1-6: chlorophyll a/b binding protein 1–6. rab21, rbcS: stress marker, ubi: constitutive marker. Figure S1: Seedling appearance at 0 h, 30 min and 2, 6, 12 h of dehydration (from left to right). The smaller frames in the right of each panel are the magnificent of rectangulars marked in leaf and root. Figure S2: Confirmation of strongly induced genes in microarray result (a) by sq RT-PCR (b). Leaf and root and 0 h (L0 and R0, respectively) were used as non-stressed control samples. Stress treated plants (O. sativa japonica cult. Nakdong) were air dried from 30 min to 2, 6, and 12 h. ubi was used as constitutive marker. In (a), error bar = standard deviation of intensities (n = 2). Figure S3. Clustering of significant changed genes in acute dehydration of rice. 10,537 2-fold up/down regulated genes were hierarchical clustered (a) and the over-lapping parts (b) between leaf and root were examined.

| **Scale** | **Leaf rolling at vegetative stage** |
| --- | --- |
| 0 | Leaves healthy |
| 1 | Leaves start to fold (shallow) |
| 3 | Leaves folding (deep V-shape) |
| 5 | Leaves fully cupped (U-shape) |
| 7 | Leaf margins touching (0-shape) |
| 9 | Leaves tightly rolled (V-shape) |

**Table S1**. Standard Evaluation System for Rice, IRRI.

| **Leaf_U** | **6h** |  |  |
| --- | --- | --- | --- |
| GO:0019438_aromatic compound biosynthetic process | 0.005 |  |  |
| GO:0009611_response to wounding | 0.0265 |  |  |
| GO:0045337_farnesyl diphosphate biosynthetic process | 0.0496 |  |  |
| **Root_U** | **2h** | | **12h** |
| GO:0015979_photosynthesis | 0.0014 | | 0 |
| GO:0019684_photosynthesis, light reaction | 0.0017 | | 0 |
| GO:0006091_generation of precursor metabolites and energy | 0.0015 | | 0.0012 |
| GO:0042542_response to hydrogen peroxide | 0.0017 | | 0.0012 |
| GO:0009767_photosynthetic electron transport chain | 0.0008 | | 0.0022 |
| GO:0015976_carbon utilization | 0.0047 | | 0.0071 |
| GO:0009768_photosynthesis, light harvesting in photosystem I |  | | 0.0147 |
| GO:0009765_photosynthesis, light harvesting | 0.0062 | | 0.0164 |
| GO:0009414_response to water deprivation | 0.0043 | | 0.0406 |
| GO:0015977_carbon utilization by fixation of carbon dioxide | 0.0198 | | 0.0447 |
| GO:0009228_thiamin biosynthetic process |  | | 0.0472 |
| GO:0022900_electron transport chain | 0.0133 | | 0.0478 |
| GO:0006470_protein amino acid dephosphorylation | 0.0456 | |  |
| GO:0006721_terpenoid metabolic process | 0.029 | |  |
| GO:0006970_response to osmotic stress | 0.0094 | |  |
| GO:0006979_response to oxidative stress | 0.0235 | |  |
| GO:0009415_response to water | 0.0046 | |  |
| GO:0009416_response to light stimulus | 0.0376 | |  |
| GO:0009651_response to salt stress | 0.0025 | |  |
| GO:0009688_abscisic acid biosynthetic process | 0.0261 | |  |
| GO:0009737_response to abscisic acid stimulus | 0.0014 | |  |
| GO:0009773_photosynthetic electron transport in photosystem I | 0.0238 | |  |
| GO:0010039_response to iron ion | 0.0432 | |  |
| GO:0016108_tetraterpenoid metabolic process | 0.0358 | |  |
| GO:0016109_tetraterpenoid biosynthetic process | 0.0128 | |  |
| GO:0016116_carotenoid metabolic process | 0.0358 | |  |
| GO:0016117_carotenoid biosynthetic process | 0.0128 | |  |
| GO:0019748_secondary metabolic process | 0.0352 | |  |
| GO:0030001_metal ion transport | 0.0438 | |  |
| GO:0042445_hormone metabolic process | 0.0205 | |  |
| GO:0043289_apocarotenoid biosynthetic process | 0.0261 | |  |

**Table S4.** Tissue-specific up-regulated GO terms in leaf and root of rice. Numbers shown are FDR value of GO term.

| **Name** | **Forward primer** | **Reverse primer** |
| --- | --- | --- |
| ADF (Os03g0820500)  AWPM (AK102039)  rab21 (AK121952)  dip1(AK070197)  rbcS (AK121444)  ubi(Os06g0681400)  CB1 (AK060904)  CB2 (AK119176)  CB3 (AK066762)  CB4 (AK060222)  CB5 (AK119534)  CB6 (AK106085) | GCCGTGTACGACCACGACTT  CTCTTCTCCGGCAACCACGC  CGTCTACCGTGAGAACCACA  GAAGCCGGAAGACGCAACTG  ACCACCGACACCGGCGAGAA  ATGGAGCTGCTGCTGTTCTA  CGTGAAGGCTATGGGTGGTT  CAACCTCTTCGCCCATCTCG  AGATGGTGCCAACCAACGTA  AGCACAACGTGACGCAGAAG  TGCAGCTGGCGGAGATCAAG  AACATCCTCACCAGCCTCAA | TTAGGAGGTGTGGTCCTTGAG  AGCTCGATCACACCGAGATA  GTAGGCGATGAAGCTGATGA  CAACCATGGCCTGGTCTCAC  TTGCGCTCGGCTAGCTCATC  TTCTTCCATGCTGCTCTACC  GGACGGATTCACAAGAGAGCA  CACCACCATTCACAGCCTAC  ATGCGGCCTGCGGCTTACAT  ACATCTTCCATCGCCCAATC  CTCGCTCGTCATCACAAAAC  ACGCACCATCGATCGTACAA |
|  |  |  |

**Table S5.** Gene specific primers used for semi-quantitative RT-PCR. CB1-6: chlorophyll a/b binding protein 1-6. rab21, dip1, rbcS: stress marker, ubi: constitutive marker.

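Table S5 ties the names of these genes to identifiers that the array also carries. The chlorophyll a/b binding protein genes CB1 to CB6 are AK060904, AK119176, AK066762, AK060222, AK119534 and AK106085. The stress markers rab21 and dip1 are AK121952 and AK070197, and rbcS is AK121444. The identifier of ubi was not found on the array, so ubi was not analysed here.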

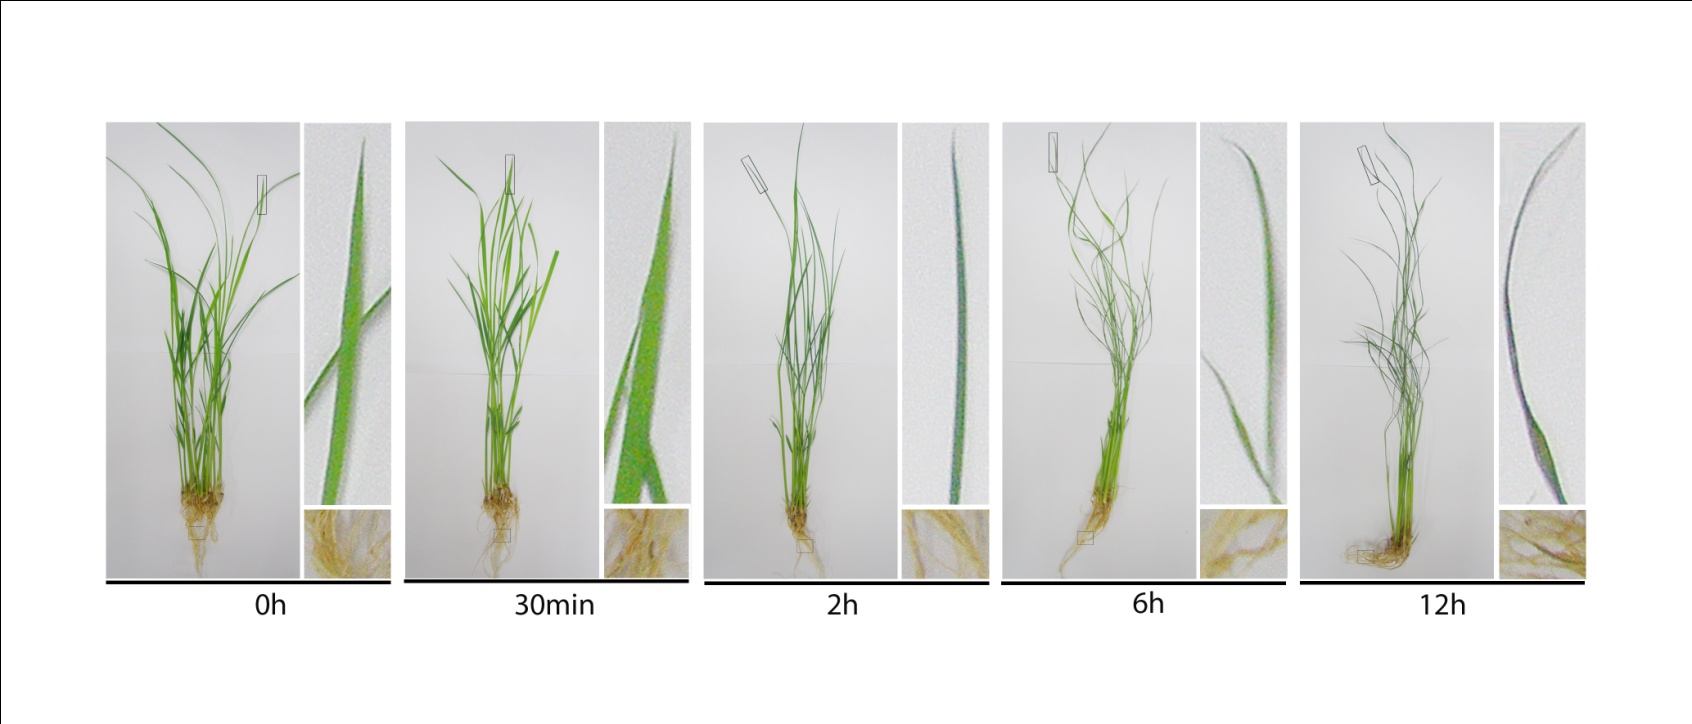

**Figure S1.** Seedling appearance during acute dehydration

Seedlings after 0h, 30 min and 2, 6, 12h of air dry (from left to right). The smaller frames in the right of each panel are the magnificent of rectangulars marked in leaf and root.

**Figure S2**. Confirmation of strongly induced genes in microarray result **(a)** by sq RT-PCR **(b)**. Leaf and root and 0h (L0 and R0, respectively) were used as non-stressed control samples. Stress treated plants (*O. sativa japonica* cult. *Nakdong*) were air dried from 30 min to 2, 6, and 12 h. ubi was used as constitutive marker. In (a), error bar = standard deviation of intensities (n=2).

**Figure S3**. Clustering of significant changed genes in acute dehydration of rice. 10,537 2-fold up/down regulated genes were hierarchical clustered (a) and the over-lapping parts (b) between leaf and root were examined.

How the deposited data were processed for this re-analysis (not part of the article)

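Gene expression was measured on single-colour arrays in leaves and roots of rice seedlings at 0, 0.5, 2, 6 and 12 h of dehydration, with 2 biological replicates in each of the 10 groups. The authors hybridised Cy3-labelled samples to a 3′-tiling array and summarised the probes of each gene by RMA, and the deposited values are intensities on a linear scale. The paper's text does not name the background step of the summary or the set of arrays that was normalized together. The deposited series values equal those of the table of all arrays, and the separate root 0 h table differs from root 0 h replicate 1 by at most 0.0509. The authors' Table S2 gives log2 changes, of which 1998 genes were read here for comparison with changes computed from the intensities, and no test was run on it.

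Intensities were taken to log2 with no further normalization and no filter. The 6 control features were left out of the tests, which left 27,609 genes. A linear model with 10 groups was fitted to all 20 arrays in limma 3.58.1 (R 4.3.3) with lmFit and eBayes, with 10 residual degrees of freedom and a prior of 3.43. Contrasts compared each time with 0 h of the same tissue, root with leaf at 0 h, and the change in root with the change in leaf at each time (interaction). P-values were adjusted by the Benjamini-Hochberg method within each comparison. A gene was called at an adjusted p under 0.05 and a log2 change above 1 or below −1 in the same comparison. These are the thresholds of the paper's methods, which first collect genes by adjusted p and then select those with a change past 1 or −1 at one stage or more, without naming the comparison of the p. Counts over all times and over tissues are unions and intersections of these calls. Where lists from leaf and root are compared, the number that independent lists would share is the product of their sizes divided by the genes tested. Errors are standard deviations between replicates. With 2 arrays in each group no other split of the samples was tested, and the number of arrays sets the precision.

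The genes named are those that the study names with an identifier and, where identifiers are paired with no name, at most 2 that rose and 2 that fell in a comparison, taken by the size of their log2 change among genes called with both replicates beyond both replicates of 0 h. The paper's values for some of the former in Table S2 had been seen when the rule was written. Where a gene's dimmer group lay below the feature of random sequences on both arrays, its change is given as at least the brighter group's mean log2 value minus that of the dimmer group with each value raised to the feature, beside the adjusted p of the fit, and such genes are not ranked, a rule added after the data were seen. The rule also provided for genes with names or descriptions and for members of gene lists, but 0 of the 27,609 identifiers matched the table of gene names, so these parts could not be applied, and tests of gene lists were not run. The samples, the model, the thresholds, the rule for named genes and most alternative settings were fixed before the data were examined.

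Alternatives were quantile normalization of all arrays or within each tissue, arrays centred on their medians, the dimmest 25% of genes left out, moderated F-tests over the 4 times of a tissue or over 9 comparisons (8 against 0 h and root against leaf at 0 h, so that a gene differing between tissues at 0 h can pass without a change over time), the log2 change with no test, limma's treat against a log2 change of 1, only the 10 arrays of a tissue, eBayes with trend and robust prior, the replicate number as a block, and each array left out in turn. Settings added after seeing the data left out the arrays leaf 0.5 h replicate 1 and root 0.5 h replicate 2, weighted the arrays, left out genes with BAC and CAA identifiers or the 0.5 h comparisons, or selected genes by other combinations of the 8 comparisons. The weights came out equal for the 2 arrays of each group, such as 0.294 each in leaf at 0.5 h and 2.52 each in root at 6 h. They therefore weight groups by the spread of their replicates, and cannot set a doubtful array below its replicate. Random lists for comparison were 10,000 draws matched on level in 20 bins. The procedure was tested on simulated data made for leaf at 2 h with 27,609 genes. At true log2 changes of 3 and −3 it called 41 and 45 of 50 genes, at 1.5 and −1.5 it called 11 of 50 each, and it called 10 of 27,409 unchanged genes. The noise was normal and drawn for each gene and array by itself, with no shift of whole arrays. Deviations of the real arrays were shared between most groups, so these counts are not error rates of the real comparison. Fresh weight, ATP, sugar and RT-PCR measurements of the study were not analysed here, nor were claims on pathways and gene ontology terms, which need names for the identifiers.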

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

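The tests of CB6 in root at 2 h, of the dimmest genes in leaf at 2 h and of the genes with BAC identifiers, and the values raised to the feature of random sequences, were chosen only after the results were seen.

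A change that differed between root and leaf by limma's interaction test was called for 1 gene at 0.5 h, 629 at 2 h, 813 at 6 h and 1247 at 12 h. With each of the 8 arrays involved left out in turn these counts ranged from 0 to 38, 22 to 2221, 126 to 535 and 370 to 813. Among named genes, AWPM changed more in root than in leaf at 6 h by 2.65 on the log2 scale, and rbcS at 12 h by 4.58. At 12 h CB1 differed in the same way by 3.51, CB2 by 2.83, CB3 by 3.59, CB4 by 3.92, CB5 by 3.55 and CB6 by 4.73. At earlier times CB2 differed by 2.33 at 2 h and 2.23 at 6 h, CB4 by 2.51 at 6 h, and CB6 by 6.05 at 2 h and 5.48 at 6 h. As CB6 lay below the feature of random sequences in root at 0 h, its differences are measured only as at least 5.33 at 2 h, 4.75 at 6 h and 4.01 at 12 h. Genes with BAC identifiers, which the paper does not discuss, were called higher in leaf in numbers of 20 at 2 h, 16 at 6 h and 1 at 12 h, the last being BAC19853.2 (1.90, adjusted p = 0.0355).

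The photosynthesis genes rbcS and CB1 to CB6 together had a median log2 change of 2.05 in root at 12 h. In the same comparison the 100 genes with the largest excess in root at 0 h had a median change of −2.15, or −2.05 with values raised to the feature of random sequences. Those 100 were picked for their root values at 0 h, and the cause of their fall was not tested. The 63 other leaf-specific genes below were also picked on the 0 h arrays. They lay at least 4 log2 units above root in leaf and at a leaf log2 level of at least 14.22. Their changes from 0 h are therefore not free of that choice. A shift of all dim genes by 2.05 was not seen, as 10,000 lists matched on root 0 h level had medians of −1.06 to 0.68 in their central 95%. That the 7 named genes lie above these lists does not bear on the cause, as the study chose CB1 to CB6 for rising in root on these samples. One low root 0 h array is argued against, as the median of the 7 at 2 or 12 h stayed at 1.43 or more without either. Leaf material in the dehydrated root samples cannot be told apart from a rise in root for these genes as a set: they exceeded the 63 other leaf-specific genes by 1.08 (0.97 for those), but lists of 7 drawn from the 63 put the named genes only at percentile 94.2, their medians on the root 12 h arrays were 1.48 and 2.69, the share they would need on replicate 1 (a median of at least 7.2%) is within what other leaf-specific genes allow (a median of at most 9.3%), and the 63 may themselves hold photosynthesis genes. For CB6 at 2 h leaf material as the whole cause is argued against, as it brings one share of all leaf transcripts and CB6 would need at least 26.4% and 34.5% of the leaf level on the 2 arrays, where rbcS and CB1 to CB5 allow at most 14.1% and 20.8% and other leaf-specific genes a median of at most 8.7% and 9.3% (75th percentiles 14.6% and 15.7%), a bound set after 2 bounds at the 95th percentile of those genes had been tried, of which CB6 passed the first on both arrays, on one by under 1 point, and not the wider one. A response of the root to dehydration, the explanation the design offers, remains untested beside it on these arrays. As light might have reached the roots, the paper repeated the treatment for RT-PCR of CB1 to CB6. It reports that they were induced in the dark too, at lower levels than in light. From RT-PCR under cold, heat and salt it proposes that they respond to dehydration in particular. Those data were not analysed here.

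In leaf at 2 h, 1198 of the 5522 dimmest genes were called higher (21.7%, against 4.97% of other genes), with a median log2 change of 0.89, or 0.39 with values below the feature of random sequences raised to it (2068 of them lay below it on both 0 h arrays). The 6 control features had a median change of −0.48 (−0.02 and −1.11 on the replicates). They cannot decide on a higher background, as the feature of random sequences ran opposite to these dim genes on the most extreme arrays. Leaf 2 h replicate 2 had its lowest value (115) and the highest median log2 value of the dim genes (8.97). Leaf 0.5 h replicate 1 and root 0.5 h replicate 2 had its highest values (362 and 340) and the lowest medians (7.13 and 7.05). One array may account for much of the count: without leaf 2 h replicate 2, 39 of these genes were called, against 1929 without replicate 1, although the lost array also lowered all higher calls to 280, and the median was 0.42 on replicate 1 and 1.40 on replicate 2. Array distributions left unequal by the normalization stay open, as 691 of these genes were still called higher after quantile normalization, with 585 called lower and a median of 0.07. A rise of dim genes with dehydration is not excluded.

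The 53 genes with BAC identifiers, 44 of them measured by 1 probe, had median log2 changes of 0.73, 2.08, 1.93 and 1.20 in leaf at 0.5, 2, 6 and 12 h and of −0.17, 0.20, 0.34 and 0.11 in root. A shift of all genes of their brightness is argued against by matched lists at 2 h, of which the central 95% had medians no higher than 0.39. Their single probe is argued against by like medians of the BAC genes with 1 probe and with more (1.98 and 2.14), though only 9 had more. Genes with CAA identifiers and 1 probe had a median of 0.25, but cannot decide this. They were brighter in leaf at 0 h (median log2 13.32, against 10.07 for BAC genes). One leaf array is argued against by a median of at least 1.51 without any of the 4. The BAC median log2 values were 10.72 and 9.64 on the leaf 0 h replicates and 12.06 and 12.92 at 2 h. Replicates of some other groups also lay far apart, at 10.09 and 12.17 in leaf at 0.5 h and 10.53 and 11.80 in root at 0 h. Others lay close, at 11.74 each in root at 6 h. A shift of the set between arrays apart from dehydration was not tested, and matched lists of genes drawn singly cannot judge it. Without the BAC and CAA genes the array holds 27,448 genes, the number that the paper gives. A response of leaf to dehydration may be behind the pattern, as a hypothesis found and tested on the same data. No interaction was called for these genes, so a difference between tissues is not shown.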

How the results depend on the processing

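The tests with leaf 0.5 h replicate 1 and root 0.5 h replicate 2 left out, with array weights, without genes of BAC and CAA identifiers, without the 0.5 h comparisons, with values raised to the feature of random sequences, and with an adjusted p at any time of the tissue, an adjusted p in any of 8 comparisons or an F-test over 8 comparisons as selection were chosen only after the results were seen. Most counts of genes moved by more than 1.5 times under some setting, and so did some changes of named genes when one array was left out, such as that of rbcS in root at 6 h, from 2.36 to 0.957 or 3.77, and that of CB1 in root at 0.5 h, from 1.66 to 0.71 or 2.60. The log2 changes of the 11 named genes gave 1056 values over 8 settings (3 scalings, dim genes left out, only the 10 arrays of the tissue, eBayes with trend and robust prior, the replicate block and array weights) and the arrays left out in turn. Of these, 946 kept their sign and their side of the test, 59 lost a call, 39 gained one, 12 that were not called changed sign, and none of those called changed sign. The other selections of genes were set against the same 36 calls among 88 values. Treat lost 20 of the 36 and gained none, the F-test over the 4 times of a tissue lost 5 and gained 8, and the log2 change with no test lost none and gained 20. The F-test over all 9 comparisons did the same, but it includes root against leaf at 0 h, which rbcS and CB1 to CB6 pass, so for them the log2 change alone decides. Of those chosen after the results were seen, the F-test over 8 comparisons lost 3 and gained 16, the 2 arrays of 0.5 h left out lost 2 and gained 4, and an adjusted p at any time of the tissue or in any of 8 comparisons lost none and gained 18 and 20. Values near background limit the counts, as up to 21.1% of genes on an array lay below the feature of random sequences. Of the 2296 genes higher in leaf at 2 h, 908 lay below it on both 0 h arrays, and of the 2998 lower in root at 12 h, 580 did so on both 12 h arrays, so the size of these changes is only bounded. Of the 100 root markers, 69 lay below it on both leaf 0 h arrays, and with such values raised to the feature their median log2 changes in leaf were 0.48, 0.75, 0.22 and 0.16 at 0.5, 2, 6 and 12 h. On simulated data made for leaf at 2 h with 27,609 genes, 41 of 50 genes with a true log2 change of 3 were called, and 11 of 50 with a change of 1.5. The simulated noise was independent between genes and arrays, unlike that of the real arrays. Tests of gene lists (camera, fry, one feature per gene) were not run, as 0 identifiers matched the table of gene names. The single root 0 h table equals root 0 h replicate 1 within 0.0509, and the series values equal those of the table of all arrays, so neither could change a value. The eBayes setting with trend and robust prior, the genes of BAC and CAA identifiers left out, and the 0.5 h comparisons left out moved no count by over 1.5 times. Beside the counts of 0 at 0.5 h, limma's unadjusted p was under 0.05 for 392 genes in leaf, 743 in root and 232 between tissues with treat, and for 2587 in leaf and 531 between tissues with array weights. Apart from the fewer genes or arrays that some settings leave, the cause was not tested.

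Quantile normalization of all arrays gave 65 genes higher in leaf at 0.5 h, 142, 913, 1414 and 1649 genes higher in root at 0.5, 6 and 12 h and over all times, 135 and 1962 genes lower in leaf at 0.5 and 2 h, 177 genes lower in root at 0.5 h and 1347 and 1881 genes whose change differed between tissues at 6 and 12 h. It gave 26 and 50 genes rising in root and falling in leaf at 6 and 12 h, 60 genes falling in root and rising in leaf at 6 h, a median log2 change of 1.77 and 1.93 for the 7 leaf markers in root at 0.5 and 2 h and a median log2 change of 0.79 for the 100 root markers in leaf at 6 h. Arrays centred on their medians gave 62 and 2528 genes higher in leaf at 0.5 and 6 h, 135 genes higher in root at 0.5 h, 1267 genes whose change differed between tissues at 6 h, 33 genes rising in root and falling in leaf at 12 h and 60 and 80 genes falling in root and rising in leaf at 2 and 6 h. It gave a median log2 change of 1.42 for the 100 root markers in leaf at 6 h. Quantile normalization within each tissue gave 169, 709, 935, 1478 and 1728 genes higher in root at 0.5, 2, 6 and 12 h and over all times, 1864 genes lower in leaf at 2 h, 753 genes lower in root at 2 h, 1428 and 1949 genes whose change differed between tissues at 6 and 12 h and 29 and 52 genes rising in root and falling in leaf at 6 and 12 h. It gave 55 genes falling in root and rising in leaf at 6 h, a median log2 change of 1.81 and 1.92 for the 7 leaf markers in root at 0.5 and 2 h and a median log2 change of 0.72 for the 100 root markers in leaf at 6 h. With the dimmest 25% of genes left out, so that fewer genes were tested, there were 912 and 1712 genes higher in leaf at 2 h and over all times, 115 genes lower in leaf at 0.5 h, 165, 1944 and 2121 genes lower in root at 0.5 and 12 h and over all times, 4270 called in leaf and 250 genes whose change differed between tissues at 2 h. There were also 10 and 20 genes falling in root and rising in leaf at 2 and 6 h and 2024 genes higher in root than in the other tissue at 0 h. The moderated F-test over the 4 times of a tissue gave 5.3e+02 genes higher in leaf at 0.5 h, 224 and 753 genes higher in root at 0.5 and 2 h, 1283 genes lower in leaf at 0.5 h, 1332 and 1296 genes lower in root at 0.5 and 2 h and 659 lower in both tissues. The F-test over all 9 comparisons gave 1040, 3626 and 3191 genes higher in leaf at 0.5, 2 and 6 h, 586, 1159, 1300, 1465 and 2148 genes higher in root at 0.5, 2, 6 and 12 h and over all times, 2832, 1924 and 5376 genes lower in leaf at 0.5 and 2 h and over all times, 3452, 2017, 2992 and 5805 genes lower in root at 0.5, 2 and 6 h and over all times and 7689 called in root. It gave 1280 higher and 3205 lower in both tissues. A log2 change above 1 or below −1 with no test gave 1488, 5081, 4149, 2628 and 6253 genes higher in leaf at 0.5, 2, 6 and 12 h and over all times, 1429, 1313, 1491, 1748 and 3348 genes higher in root at 0.5, 2, 6 and 12 h and over all times, 3682, 2261, 4123, 4599 and 6851 genes lower in leaf at 0.5, 2, 6 and 12 h and over all times, 4650, 2543, 3744, 4932 and 7761 genes lower in root at 0.5, 2, 6 and 12 h and over all times and 12770 called in leaf. It gave 10812 called in root, 16347 in either tissue, 1584 higher and 3982 lower in both tissues, 3966, 7999, 8495 and 7798 genes whose change differed between tissues at 0.5, 2, 6 and 12 h and 15, 45, 82 and 100 genes rising in root and falling in leaf at 0.5, 2, 6 and 12 h. It gave 118, 638, 519 and 253 genes falling in root and rising in leaf at 0.5, 2, 6 and 12 h and 4724 genes higher in root than in the other tissue at 0 h. The treat test of limma gave 5, 76, 157, 271 and 281 genes higher in leaf at 0.5, 2, 6 and 12 h and over all times, 4, 102, 111, 171 and 194 genes higher in root at 0.5, 2, 6 and 12 h and over all times, 0, 23, 103, 223 and 239 genes lower in leaf at 0.5, 2, 6 and 12 h and over all times, 0, 25, 120, 553 and 556 genes lower in root at 0.5, 2, 6 and 12 h and over all times and 520 called in leaf. It gave 750 called in root, 1144 in either tissue, 92 higher and 28 lower in both tissues, 0, 8, 36 and 112 genes whose change differed between tissues at 0.5, 2, 6 and 12 h and 0, 0 and 0 genes rising in root and falling in leaf at 2, 6 and 12 h. It gave 0, 1 and 3 genes falling in root and rising in leaf at 2, 6 and 12 h, 1042 genes higher in root than in the other tissue at 0 h and 839 genes higher in leaf than in the other tissue at 0 h. A fit of only the 10 arrays of the tissue gave 6, 246, 626, 998 and 1045 genes higher in leaf at 0.5, 2, 6 and 12 h and over all times, 3, 143, 1363 and 2174 genes lower in leaf at 0.5, 2 and 6 h and over all times, 3219 called in leaf and 631 lower in both tissues.

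With leaf 0.5 h replicate 1 and root 0.5 h replicate 2 left out, there were 3557 and 2763 genes higher in leaf at 2 and 6 h, 42, 743 and 958 genes higher in root at 0.5, 2 and 6 h, 45 and 1606 genes lower in leaf at 0.5 and 2 h, 17 and 975 genes lower in root at 0.5 and 2 h and 0, 2038, 2752 and 3036 genes whose change differed between tissues at 0.5, 2, 6 and 12 h. There were also 16, 24 and 36 genes rising in root and falling in leaf at 2, 6 and 12 h, 131, 143 and 114 genes falling in root and rising in leaf at 2, 6 and 12 h and a median log2 change of 1.13 for the 7 leaf markers in root at 0.5 h. Array weights gave 0 and 3017 genes higher in leaf at 0.5 and 6 h, 6, 1016, 1243 and 1818 genes higher in root at 0.5, 2 and 6 h and over all times, 0 genes lower in leaf at 0.5 h, 3, 1720 and 3289 genes lower in root at 0.5, 2 and 6 h and 864 higher in both tissues. It gave 0, 1838, 4212 and 3002 genes whose change differed between tissues at 0.5, 2, 6 and 12 h, 35 and 36 genes rising in root and falling in leaf at 6 and 12 h and 140, 255 and 108 genes falling in root and rising in leaf at 2, 6 and 12 h. An adjusted p under 0.05 at any time of the tissue gave 878 and 2633 genes higher in leaf at 0.5 and 6 h, 253 and 752 genes higher in root at 0.5 and 2 h, 1576 and 1694 genes lower in leaf at 0.5 and 2 h and 1437, 1744 and 2593 genes lower in root at 0.5, 2 and 6 h. An adjusted p under 0.05 in any of the 8 comparisons gave 943 and 2797 genes higher in leaf at 0.5 and 6 h, 407, 934 and 1046 genes higher in root at 0.5, 2 and 6 h, 1894 and 1767 genes lower in leaf at 0.5 and 2 h, 2420, 1943 and 2879 genes lower in root at 0.5, 2 and 6 h and 1049 higher and 2549 lower in both tissues. The F-test over 8 comparisons gave 413 genes higher in leaf at 0.5 h, 321, 920 and 1026 genes higher in root at 0.5, 2 and 6 h, 1667 genes lower in leaf at 0.5 h, 2109 and 1453 genes lower in root at 0.5 and 2 h and 988 higher and 2197 lower in both tissues.

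With one array left out at a time, where the lone array of a group is assumed to vary like the other groups, genes higher in leaf numbered 12 to 598, 280 to 3196, 485 to 819, 739 to 1090 and 1135 to 4490 at 0.5, 2, 6 and 12 h and over all times. In the same runs, genes higher in root numbered 20 to 1247, 138 to 347, 187 to 462, 304 to 698 and 414 to 2322 at 0.5, 2, 6 and 12 h and over all times. In the same runs, genes lower in leaf numbered 3 to 3468, 158 to 1004, 629 to 1388, 1334 to 1657 and 1461 to 6035 at 0.5, 2, 6 and 12 h and over all times. In the same runs, genes lower in root numbered 3 to 4901, 63 to 311, 272 to 968, 1301 to 2031 and 1310 to 7088 at 0.5, 2, 6 and 12 h and over all times. There were 2596 to 10236 called in leaf, 1724 to 9276 called in root, 5659 to 13086 in either tissue, 271 to 782 higher in both and 433 to 2697 lower in both. There were 0 to 38, 22 to 2221, 126 to 535 and 370 to 813 differing in change between tissues at 0.5, 2, 6 and 12 h, 0 to 9, 2 to 15 and 3 to 20 rising in root and falling in leaf at 2, 6 and 12 h, 0 to 1, 4 to 123, 9 to 27 and 25 to 46 falling in root and rising in leaf at 0.5, 2, 6 and 12 h and 2011 to 2196 higher in root at 0 h. The median log2 changes of the markers were 1.13 to 1.76 and 1.43 to 1.88 for the 7 leaf markers in root at 0.5 and 2 h and 1.15 to 1.46 for the 100 root markers in leaf at 6 h. Medians of the markers at other times are not listed here, and some moved further, such as that of the 7 leaf markers in root at 6 h. By the choice of runs, each range covers only those without one array of the groups compared. Other arrays also enter the shared spread of each gene, and the effect of leaving them out is not in these ranges.

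The replicate numbers were also tried as a replicate block. The replicate block gave 63 genes higher in leaf at 0.5 h, 177 genes higher in root at 0.5 h, 294 genes lower in leaf at 0.5 h, 925 and 864 genes lower in root at 0.5 and 2 h and 1050, 1442 and 2014 genes whose change differed between tissues at 2, 6 and 12 h. It gave 23 and 32 genes rising in root and falling in leaf at 6 and 12 h and 69 and 68 genes falling in root and rising in leaf at 2 and 6 h. Among named genes it also called AWPM in leaf at 2 h (adjusted p = 0.0417 from limma) and rbcS in root at 2 h (0.0496), neither of which was called without it. Its further calls of CB genes are given with the differences from the paper. The paper and the labels tie no number to a shared batch or day, and not every pair of groups deviated together, so the block was kept as an alternative. Most pairs did deviate together, so a factor shared by arrays of the same number is not excluded, and the main results take no account of one. Of 45 pairs of groups, the deviations of arrays of the same number correlated above 0.1 in 38 and below 0 in 4, with a lowest of −0.16, a median of 0.31 and a highest of 0.72.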

Differences from the paper's values

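The tests with leaf 0.5 h replicate 1 and root 0.5 h replicate 2 left out, with array weights, with an adjusted p at any time of the tissue, with an adjusted p in any of 8 comparisons and with an F-test over 8 comparisons were chosen only after the results were seen, and the other alternatives were set before the data were examined.

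At the paper's thresholds, applied here in one comparison at a time, 4374 genes were called in root, against the paper's 7104. The difference was within 1.5 times with quantile normalization within each tissue (4738), the F-test over all 9 comparisons (7689) and the replicate block (5502), and not with quantile normalization of all arrays (4487), arrays centred on their medians (4439), dim genes left out (3125), the F-test over the 4 times of a tissue (3576), the log2 change with no test (10,812), treat (750), only the 10 arrays of the tissue (4711), or eBayes with trend and robust prior (4396). Genes higher in root numbered 1087, against the paper's 2147. Within 1.5 times were quantile normalization of all arrays (1649) or within each tissue (1728), centred arrays (1480) and the F-test over all 9 comparisons (2148), and outside were dim genes left out (1008), the F-test over the 4 times (1124), no test (3348), treat (194), only the 10 arrays (1179), eBayes with trend (1185) and the replicate block (1413). Genes lower in root numbered 3291, against the paper's 5895. Within 1.5 times were the F-test over all 9 comparisons (5805), no test (7761) and the replicate block (4109), and outside were quantile normalization of all arrays (2843) or within each tissue (3017), centred arrays (2965), dim genes left out (2121), the F-test over the 4 times (2659), treat (556), only the 10 arrays (3539) and eBayes with trend (3216).

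Genes higher in both tissues numbered 561, against the paper's 1348, and genes lower in both 1041, against the paper's 3336. Both were within 1.5 times with the F-test over all 9 comparisons (1280 and 3205) and with no test (1584 and 3982). They were outside with quantile normalization of all arrays (761 and 904) or within each tissue (781 and 923), centred arrays (772 and 891), dim genes left out (519 and 749), the F-test over the 4 times (517 and 659), treat (92 and 28), only the 10 arrays (414 and 631), eBayes with trend (612 and 951) and the replicate block (726 and 1507). The 9 comparisons include root against leaf at 0 h, so genes that differ between the tissues can pass this F-test without a change over time, and then the log2 change alone decides. Of the 1998 genes of Table S2 read here, the F-test over all 9 comparisons did not call 228, and the comparisons one at a time did not call 558.

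An adjusted p in any of 8 comparisons, chosen after seeing the values, brought all 5 counts within 1.5 times of the paper's (6032 in root, 1563 higher, 4606 lower, 1049 higher and 2549 lower in both) and left 558 of the paper's 1998 genes uncalled. The F-test over 8 comparisons, chosen after seeing the values, did so for root (4944), higher in root (1475) and higher in both (988), and left 935 uncalled. The 2 arrays of 0.5 h left out, chosen after seeing the values, did so for root (5616), higher (1572) and lower (4051), and left 278 uncalled, and array weights, also chosen after seeing the values, for the same counts (6367, 1818 and 4554), with 277 uncalled. Without root 0.5 h replicate 1 the counts were 9276 in root, 2322 higher, 7088 lower and 2697 lower in both tissues, and without root 0.5 h replicate 2 the count in root was 4771.

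The log2 change of CB1 in leaf was −0.026 at 0.5 h, −0.92 at 6 h and −1.86 at 12 h, against the paper's −0.142, −1.146 and −2.109 in Table S2. None of the scalings removed all of these differences. They were −0.04, −0.95 and −1.91 after quantile normalization of all arrays, the same to 2 decimals within each tissue, and 0.23, −0.78 and −1.71 with centred arrays.

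The paper states that dip1 was induced in 30 minutes. Here its log2 change in leaf at 0.5 h was 0.31 (adjusted p = 0.5 from limma), and it was called higher at 6 and 12 h (1.18 and 1.17). In root it was called at no time (lowest adjusted p = 0.567). From RT-PCR, not analysed here, the paper reports strong induction of dip1 in leaf and root and a reduction of rbcS in leaf. The paper states that rbcS decreased in leaf. Here its log2 change at 12 h was −1.04 (adjusted p = 0.462), a fall of the mean by 51.0% against the 70% in the paper's text, and it was not called. The spread in this test was estimated over both tissues and was wider in root, so the test is weak evidence against a fall in leaf. The paper's Table S2 gives a log2 change of −0.968 at 12 h, close to the −1.04 here. The log2 change with no test took it as lower at 12 h. So did the F-test over all 9 comparisons, which decides nothing here, as it includes the tissue difference of rbcS at 0 h (−6.44), and an adjusted p in any of 8 comparisons, chosen after seeing the values, which rbcS passes by its root change and which left 558 of the paper's 1998 genes uncalled. The F-test over 8 comparisons, also chosen after seeing the values (935 uncalled), did not.

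The paper states that CB genes, 6 in number, were up-regulated in root at all times. All 6 had changes above 0 at each time (CB6 at 0.5 h was −0.15 without root 0.5 h replicate 1), and 0, 2, 3 and 6 were called at 0.5, 2, 6 and 12 h, with 5, 5, 6 and 6 called when adjusted over the list alone. With treat only CB6 was called, at 2, 6 and 12 h, and with only the 10 root arrays CB1 was lost at 12 h and CB2 and CB4 at 6 h. Some settings called further members. At 0.5 h these were CB2 with quantile normalization within each tissue (adjusted p = 0.0471) and the replicate block (0.0463), CB3 with eBayes with trend (0.0493) and the replicate block (0.0468), and CB1, CB2 and CB3 without root 0.5 h replicate 1 (0.00212, 0.0294 and 0.00459). At 2 h CB3 was called with quantile normalization of all arrays (0.0319) or within each tissue (0.0289), dim genes left out (0.0427), eBayes with trend (0.0226) and the replicate block (0.0332), and CB4 with quantile normalization within each tissue (0.0483). At 6 h CB5 was called with quantile normalization of all arrays (0.0363) or within each tissue (0.0311), eBayes with trend (0.0351) and the replicate block (0.0245). The log2 change with no test took 5 members as higher at 0.5 h and 6 at each later time, and the F-test over all 9 comparisons the same ones, as it includes the tissue difference at 0 h and so decides nothing for these genes, and the F-test over the 4 times of a tissue took 3 and 4, without CB1 and CB5 at 12 h. Array weights, chosen after seeing the values and leaving 277 of the paper's 1998 genes uncalled, called CB3 and CB4 at 2 h (0.00645 and 0.0464) and CB1, CB3 and CB5 at 6 h (0.0209, 0.0276 and 0.0233). The 2 arrays of 0.5 h left out, chosen after seeing the values and leaving 278 uncalled, called CB3 at 2 h and CB1 at 6 h. An adjusted p at any time of the tissue (558 uncalled), an adjusted p in any of 8 comparisons (558 uncalled) and the F-test over 8 comparisons (935 uncalled), all chosen after seeing the values, took 5 members as higher at 0.5 h and 6 at each later time.

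The paper states that genes of chlorophyll a/b binding were repressed in leaf. That statement rests on enrichment of a whole gene ontology term, which was not tested here. CB1 to CB6 are the members that it reports as rising in root, so calls of these genes do not test it. Of CB1 to CB6, 3 were called lower at 12 h and 0 at earlier times, and all 6 changes were below 0 at 2, 6 and 12 h (CB5 at 2 h was 0.02 without leaf 2 h replicate 1). With treat 0 of the 6 were called in leaf at any time. CB4 was called at 6 h with quantile normalization of all arrays (0.045) or within each tissue (0.0469), dim genes left out (0.049), only the 10 leaf arrays (0.0435), eBayes with trend (0.0349) and the replicate block (0.0371), and CB5 at 12 h with only the 10 leaf arrays (0.0279) and the replicate block (0.045). The log2 change with no test, and with it the F-test over all 9 comparisons, took CB3 and CB4 as lower at 6 h and CB1, CB3, CB4 and CB5 at 12 h, and the F-test over the 4 times of a tissue took CB4 alone at both times. Chosen after seeing the values, an adjusted p in any of 8 comparisons (558 uncalled) and the F-test over 8 comparisons (935 uncalled) took CB3 and CB4 at 6 h and CB5 at 12 h, an adjusted p at any time of the tissue (558 uncalled) took CB3 and CB4 at 6 h, and the 2 arrays of 0.5 h left out (278 uncalled) took CB3 at 6 h.

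The paper states that fewer genes were up- than down-regulated in both tissues. In the comparisons one at a time this held over all times in both tissues, and at each time but leaf 2 h, with 2296 higher and 1000 lower. Over all times leaf turned to more higher than lower with centred arrays (3996 and 3117), with treat (281 and 239) and without leaf 0.5 h replicate 1 (4004 and 3809) or leaf 2 h replicate 1 (4063 and 3583). Single times turned in the same way. With centred arrays these were leaf 0.5 h (62 and 53), leaf 6 h (2528 and 2168) and root 2 h (588 and 564), and with treat leaf 0.5, 6 and 12 h (5 and 0, 157 and 103, 271 and 223) and root 0.5 and 2 h (4 and 0, 102 and 25). Root 2 h also turned with dim genes left out (474 and 346), with eBayes with trend (568 and 531) and without any one of its 4 arrays, leaf 6 h with the F-test over the 4 times (1949 and 1887) and with no test (4149 and 4123), and leaf 0.5 h with only the 10 leaf arrays (6 and 3) and with eBayes with trend (54 and 52). At 0.5 h leaf turned without leaf 0 h replicate 1 or 2 or leaf 0.5 h replicate 1, and root without root 0 h replicate 1 or root 0.5 h replicate 2. Chosen after seeing the values, the 2 arrays of 0.5 h left out (278 uncalled) turned root 0.5 h (42 and 17), as did array weights (277 uncalled, 6 and 3).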

Other observations

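The tests of scalings against Table S2 other than quantile normalization of all arrays and centred arrays were chosen only after the results were seen.

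Further genes without names were called in single comparisons. AK103266 rose in leaf at 2 h from 39 and 43 to 10,582 and 5967 (at least 5.45 on the log2 scale, adjusted p = 7.82e-05 from limma). AK107973 rose in root at 2 h from 73 and 65 to 4921 and 8172 (at least 5.37, adjusted p = 1.63e-05). AK058429 fell in root at 6 h from 9858 and 13,864 to 189 and 125 (at least 5.99, adjusted p = 0.000219). These 3 changes are bounds, as the lower values lay below the feature of random sequences on both arrays. AK070138 fell in leaf at 0.5 h from 6900 and 6025 to 372 and 357 (log2 change −4.15, adjusted p = 0.022). The files do not pair these identifiers with names.

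The sGFP control feature read 10,354 on leaf 0.5 h replicate 1 and 4765 on root 0.5 h replicate 2, and 1994 to 4926 on the other 18 arrays. The 108 genes with CAA identifiers had median log2 changes of 0.31, 0.25, 0.49 and 0.34 in leaf and −0.41, −0.06, 0.04 and −0.30 in root at 0.5, 2, 6 and 12 h. Over the 8 comparisons the mean of the median absolute differences from Table S2 was 0.0463 with the values as deposited. It was 0.0597 after adding 16, 0.0754 with the log2 of the replicate mean, 0.133 with centred arrays, 0.22 with quantile normalization of all arrays, and 0.333 and 0.348 with replicate 1 and replicate 2 alone.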
